# LMO2 is essential to maintain the ability of progenitors to differentiate into T-cell lineage in mice

**DOI:** 10.7554/eLife.68227

**Published:** 2021-08-12

**Authors:** Ken-ichi Hirano, Hiroyuki Hosokawa, Maria Koizumi, Yusuke Endo, Takashi Yahata, Kiyoshi Ando, Katsuto Hozumi

**Keywords:** Lmo2, Notch signaling, Tcf7, T-cell lineage, Mouse

## Abstract

Notch signaling primarily determines T-cell fate. However, the molecular mechanisms underlying the maintenance of T-lineage potential in pre-thymic progenitors remain unclear. Here, we established two murine *Ebf1*-deficient pro-B cell lines, with and without T-lineage potential. The latter expressed lower levels of *Lmo2*; their potential was restored via ectopic expression of *Lmo2*. Conversely, the CRISPR/Cas9-mediated deletion of *Lmo2* resulted in the loss of the T-lineage potential. Introduction of *Bcl2* rescued massive cell death of Notch-stimulated pro-B cells without efficient LMO2-driven *Bcl11a* expression but was not sufficient to retain their T-lineage potential. Pro-B cells without T-lineage potential failed to activate *Tcf7* due to DNA methylation; *Tcf7* transduction restored this capacity. Moreover, direct binding of LMO2 to the *Bcl11a* and *Tcf7* loci was observed. Altogether, our results highlight LMO2 as a crucial player in the survival and maintenance of T-lineage potential in T-cell progenitors via the regulation of the expression of *Bcl11a* and *Tcf7*.

## Introduction

Hematopoietic stem cells (HSCs) have the ability to self-renew and differentiate into all blood cell types. HSCs begin to differentiate into various lineage cells, gradually losing their potential to become their descendants, hematopoietic progenitor cells (HPCs), and then differentiate into mature blood cells (Doulatov et al., 2012; Kosan and Godmann, 2016). This sequence of processes has long been imagined as a ball rolling down a valley track (Goldberg et al., 2007). Cell fate decisions in hematopoietic cells are controlled by continuous interactions between environmental influences and intrinsic cellular mechanisms, such as transcription factor networks and epigenetic regulation (Wilson et al., 2009).

In the process of specification from HPCs, only the T-cell lineage requires a specialized environment of the thymus, where the immigrant cells receive Notch signaling induced by the interaction of Notch1 on the immigrant cells and a Notch ligand, delta-like 4 (Dll4), on the thymic epithelium, which determines their fate to the T-cell lineage (Radtke et al., 1999; Hozumi et al., 2008; Koch et al., 2008). In addition, several transcription factors contribute to the acquisition of T-cell identity, including TCF1 (encoded by *Tcf7*), basic helix-loop-helix (bHLH) factors, E2A and HEB, PU.1, GATA3, Bcl11b, and Runx family members, all of which are essential for T-cell development in the thymus (Hosokawa and Rothenberg, 2021; Hosokawa et al., 2021a; Hosokawa et al., 2021b). Among them, one of the earliest Notch-activated genes, *Tcf7*, plays a critical role in Notch-mediated initiation of the T-lineage program (Weber et al., 2011; Johnson et al., 2018). The coordinated action of these environmental and intrinsic factors completes the commitment to T-cell lineage in double-negative (DN; CD4^−^CD8^−^) thymocytes at the transition from the DN2 to DN3 stages (Yui and Rothenberg, 2014; Hosokawa and Rothenberg, 2021). However, it remains unclear how the potential of the thymic immigrant cells is maintained to initiate their differentiation program toward the T-cell lineage.

*LMO2* gene is located near the breakpoint of the chromosomal translocation t(11;14) (p13;q11) in human T-ALL (Boehm et al., 1991; Royer-Pokora et al., 1991), and LMO2 has been thought to function as a bridging factor in large transcriptional complexes with several DNA-binding and adaptor proteins (TAL1/SCL, E2A, GATA1, and Ldb1) (Wadman et al., 1997; Grütz et al., 1998; El Omari et al., 2013; Layer et al., 2016). Although deletion of *Lmo2* in mice causes embryonic lethality due to embryonic erythropoiesis deficiency around 10 days post-fertilization (Yamada et al., 1998), conditional disruption of *Lmo2* in T-lineage committed pro-T stages results in normal T-cell development in the thymus (McCormack et al., 2003), indicating that LMO2 is dispensable for T-cell development after T-lineage commitment. However, it remains unclear whether LMO2 plays an important role before T-lineage commitment, including the maintenance of T-lineage potential in pre-thymic progenitors.

It is well known that the recent gene therapy trials using retrovirus-mediated introduction of the common cytokine receptor gamma chain (γc; CD132) in X-linked severe combined immunodeficiency (X-SCID) patients resulted in the development of T-cell leukemia due to retroviral insertion at the *LMO2* locus (Hacein-Bey-Abina et al., 2003; Hacein-Bey-Abina et al., 2008; Howe et al., 2008). Moreover, transgenic overexpression of *Lmo2* in various murine tissues only results in T-cell leukemia, indicating its involvement exclusively in T-cell malignancies when abnormally expressed (Neale et al., 1995). On the other hand, *Lmo2* is more highly expressed in HSCs and HPCs than in mature blood cells (Yoshida et al., 2019) and is known to induce reprogramming of HSCs from differentiated blood cells (Riddell et al., 2014) and fibroblasts (Batta et al., 2014; Vereide et al., 2014), suggesting that LMO2 actively contributes to the maintenance of the undifferentiated state of HSCs. Consistently, aberrant induction of *Lmo2* in thymocytes generates self-renewing cells that retain the capacity for T-cell differentiation (McCormack et al., 2010; Cleveland et al., 2013). Thus, it is not clear why *Lmo2* overexpression causes only T-cell malignancies and how LMO2 contributes to the maintenance of an undifferentiated state.

In attempts to establish HPC lines with T-cell differentiation potential, it has been found that pro-B cells without transcription factors essential for early B-cell development, including Pax5, Ebf1, and E2A (encoded by *Tcf3*), can be maintained in vitro with an HPC-like phenotype, retaining T-cell potential on OP9 stromal cells in the presence of IL-7 (Nutt et al., 1999; Rolink et al., 1999; Ikawa et al., 2004; Pongubala et al., 2008). In this study, based on their protocol, we established pro-B cell lines, called pro-B(+) cells, that retain T-cell potential on OP9 stromal cells. In contrast, proliferating pro-B cells, named pro-B(−) cells, were also obtained in our originally established thymic stromal cells, TD7, which die abruptly immediately following activation of Dll4-mediated Notch signaling in vitro. Thereafter, we identified *Lmo2* as a gene whose expression is downregulated in pro-B(−) cells compared to pro-B(+) cells and found that the forced expression of *Lmo2* was sufficient for the pro-B(−) cells to reacquire the ability to differentiate into T-cell lineage by Notch signaling. Furthermore, LMO2 ensures survival of pro-B cells through the activation of the Bcl11a/Bcl2 pathway and contributes to maintaining the accessibility of the *Tcf7* locus, which is one of the earliest Notch downstream targets in thymic immigrant cells. These epigenetic alterations could be mediated by direct binding of the transcriptional complex, including LMO2, to the target loci. Together with loss-of-function experiments, we demonstrate that LMO2 is significant for maintaining T-cell progenitors for the progression of the T-cell differentiation program initiated by Notch signaling.

## Results

### LMO2 has a crucial role in the maintenance of T-cell differentiation capacity in *Ebf1*-deficient pro-B cells

Using different stromal cells, OP9 and TD7, with fetal liver progenitor cells from *Ebf1*-deficient mice, we established two types of pro-B cell lines, with and without the ability to differentiate into T-cell lineages designated pro-B(+) and pro-B(−) cells, respectively (Figure 1—figure supplement 1A,B). Both the *Ebf1*-deficient pro-B lines grew robustly on OP9 cells with IL-7, Flt3L, and SCF (Figure 1A, upper panels) and expressed intermediate levels of B220 (Figure 1—figure supplement 1C). Pro-B(+) cells were able to initiate differentiation into the T-cell lineage, DN2 (CD25^+^CD44^+^), DN3 (CD25^+^CD44^lo^), and double-positive (DP) stages on Dll4-expressing OP9 (OP9-Dll4) cells in vitro (Figure 1A, lower right, Figure 1—figure supplement 1D), and mature into CD4 and CD8 T cells in vivo (Figure 1—figure supplement 1E), as shown previously (Pongubala et al., 2008). In contrast, pro-B(−) cells remained in the pro-B cell phenotype (CD25^−^CD44^+^B220^int^) and died with Dll4-mediated Notch stimulation, although the expression levels of the Notch receptors were comparable (Figure 1A, Figure 1—figure supplement 1F). To explore their different characteristics at the molecular level, we carried out comparative microarray analysis and identified the differentially expressed genes between pro-B(+) and pro-B(−) cells (Figure 1B, Supplementary file 1). We identified approximately 400 differentially expressed genes (FC > 10) between the pro-B(+) and pro-B(−) cells, and these genes were enriched for genes related to the ‘Hematopoietic cell lineage’ pathway (Figure 1—figure supplement 1G). Among them, the functional importance of *Meis1*, *Hmga2*, and *Bcl11a* has been reported in undifferentiated HPCs (Wong et al., 2007; Ariki et al., 2014; Nishino et al., 2008; Copley et al., 2013; Yu et al., 2012). However, the introduction of *Meis1* and *Hmga2* failed to overcome the defective T-cell differentiation in the presence of Notch signaling, and that of *Bcl11a* was highly toxic in pro-B(−) cells (data not shown). Lmo2 has also been shown to be linked to the reprogramming of lineage-committed blood cells or mesenchymal cells to the induced HSCs (Riddell et al., 2014; Batta et al., 2014; Vereide et al., 2014). We found that the expression levels of *Lmo2* mRNA and protein were approximately threefold higher in pro-B(+) than pro-B(−) cells (Figure 1B,C), and enforced expression of *Lmo2* markedly provided their capacity to differentiate into T-cell lineage following Notch stimulation in vitro (Figure 1D). Therefore, these results suggest that LMO2 plays a pivotal role in the maintenance of the capacity to differentiate into T-cell lineage driven by Notch signaling in *Ebf1*-deficient pro-B cells.

**Figure 1.**
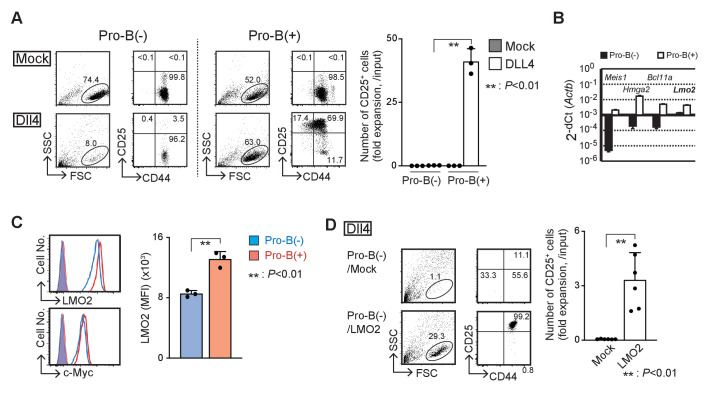
LMO2 is critical for the maintenance of T-cell differentiation potential in *Ebf1*-deficient pro-B cells. (**A**) Establishment of *Ebf1*-deficient pro-B cell lines with or without differentiation potential to the T-cell lineage. Lineage markers (CD19, Gr1, TER119, NK1.1)-negative, c-kit-positive cells in *Ebf1^−/*^−^*^* FL were cultured on TD7 or OP9 cells, and *Ebf1*-deficient pro-B cell lines were established. Stably growing pro-B cells with or without T-cell potential (pro-B(+) or pro-B(*−*)) were cultured on OP9-Mock (Mock) or OP9-Dll4 (Dll4) cells with Flt3L, SCF, and IL7 for 6 days and analyzed for the expression of CD44 and CD25 (right panels) in the lymphoid cell gate (FSC vs. SSC, left panels) by flow cytometry. The numbers in the profiles indicate the relative percentages in each corresponding quadrant or fraction. Numbers of CD25^+^ cells (fold expansion/input) are shown with standard deviation (SD) (right). Statistical analysis was performed using the two-tailed Student’s t-test. **p<0.01. Data are representative of three independent experiments with similar results. (**B**) Reverse transcription (RT)-quantitative PCR (qPCR) detection of *Meis1*, *Hmga2*, *Bcl11a*, or *Lmo2* transcripts in pro-B(−) (closed columns) and pro-B(+) (open columns) cells. Data represent the mean values of three independent biological replicates, and all values are normalized to the expression of *Actb*. Error bars indicate SD. Three independent experiments were performed, and similar results were obtained. (**C**) Representative intracellular staining profiles of LMO2 and c-Myc in pro-B(*−*) (open blue line) and pro-B(+) (open red line) cells are shown. Closed lines (orange) represent staining with control rabbit mAb of pro-B(*−*) and pro-B(+), which were completely merged. The average mean fluorescent intensity (MFI) of LMO2 is shown with SD (right). A two-tailed Student’s t-test was used for statistical analysis. **p<0.01. Three independent experiments were performed with similar results. (**D**) Introduction of *Lmo2* is sufficient to maintain the T-cell differentiation potential in pro-B cells. Empty vector- or *Lmo2*-transduced pro-B(*−*) cells (pro-B(*−*)/Mock or pro-B(*−*)/LMO2) were cultured on OP9-Dll4 for 6 days and analyzed for the expression of CD44 and CD25 (right panels) in lymphoid cell gate (left panels) and rat CD2^+^ (lentivirus-infected) CD45^+^ fraction. Numbers of CD25^+^ cells (relative expansion/input) are shown with SD (right). **p<0.01 by two-sided Student’s t-test. Six independent experiments were performed with similar results. Figure 1—source data 1.Raw data used to generate the graph in Figure 1A. Figure 1—source data 2.Raw data used to generate the graph in Figure 1B. Figure 1—source data 3.Raw data used to generate the graph in Figure 1C. Figure 1—source data 4.Raw data used to generate the graph in Figure 1D.

**Figure 1—figure supplement 1.**
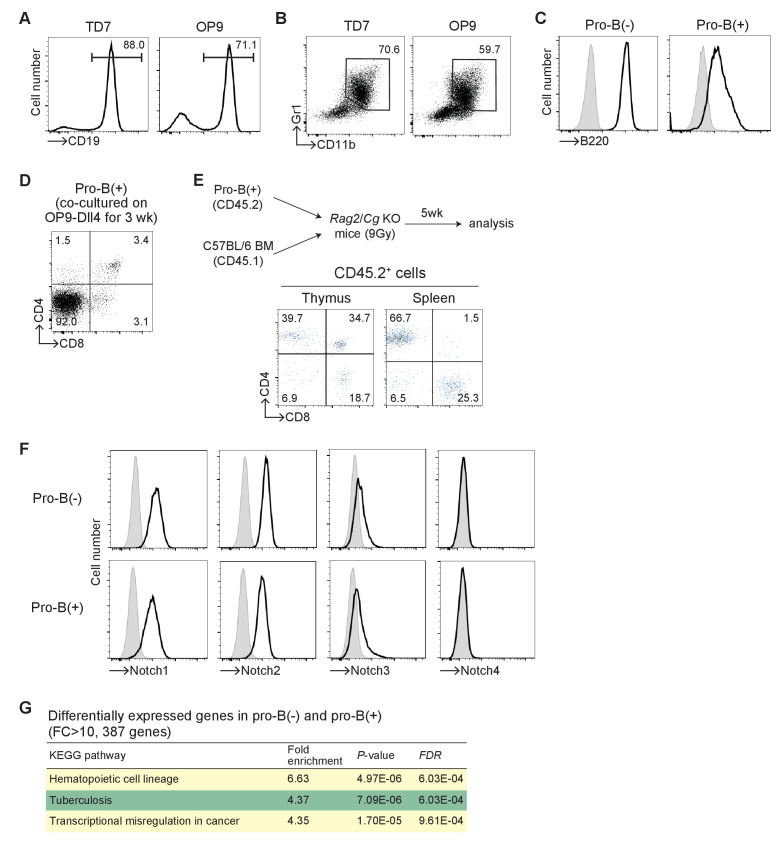
Characterization of pro-B(+) and pro-B(−) cells. (**A**) The stromal cell line TD7 can support B-cell differentiation. BM progenitor cells from C57BL/6 mice were co-cultured with the TD7 or OP9 thymic stromal cells for 6 days. Representative CD19 profiles in lymphocytes are shown. Results represent two independent biological replicates. (**B**) Lin^+^ cells are generated more frequently on TD7 than on OP9 monolayers. Fetal liver-derived HSCs from *Ebf1*-deficient mice were cultured on TD7 or OP9 monolayers for 3 days. Representative CD11b/Gr1 profiles among the CD45^+^ lymphocytes are shown. Results are representative of two independent biological replicates. (**C**) Pro-B(−) and pro-B(+) cells express intermediate levels of B220. B220 expression in pro-B(−) and pro-B(+) cells is shown. Results represent three independent replicates. (**D**) Pro-B(+) cells were co-cultured with OP9-Dll4, 1 ng/ml of IL-7, and 5 ng/ml of Flt3L for 3 weeks. Thereafter, the cells were subjected to flow cytometric analysis. A representative CD4/CD8 profile in lymphocytes is shown. Results represent two independent biological replicates. (**E**) Pro-B(+) cells (5 × 10^6^, CD45.2) were mixed with BM cells obtained from wild-type congenic mice (2 × 10^5^, CD45.1) and transplanted into the lethally irradiated (9 Gy) *Rag2*/*Cg*-deficient hosts. The recipient mice were analyzed after 5 weeks of transplantation. Flow cytometric analysis of thymocytes and splenocytes was performed. Representative CD4/CD8 profiles among the CD45.2^+^ thymocytes (left) and splenocytes (right) are shown. Results are representative of two independent biological replicates. (**F**) Pro-B(−) and pro-B(+) cells express comparable levels of Notch receptors on their surface. Representative Notch1, Notch2, Notch3, and Notch4 profiles on pro-B(−) and pro-B(+) cells are shown. Results are representative of two independent biological replicates. (**G**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation of the differentially expressed genes in pro-B(+) and pro-B(−) cells (Supplementary file 1, FC > 10, n = 387) was performed using the DAVID analysis tools (https://david.ncifcrf.gov/). Top three KEGG pathway annotations are shown. Data are based on two independent biological replicates.

### Disruption of *Lmo2* in pro-B(+) cells leads to differentiation arrest following stimulation by Notch signaling

To confirm the necessity of LMO2 for the maintenance of the differentiation capacity into T-cell lineage, we tested the effect of *Lmo2* disruption on the developmental potential of T-cell lineage in bone marrow (BM)-derived progenitor cells and pro-B(+) cells. BM progenitors from Cas9;Bcl2 Tg mice were infected with a bicistronic retroviral vector carrying an sgRNA against *Lmo2* with the human nerve growth factor receptor (hNGFR) or control sgRNA against luciferase. Two days after sgRNA introduction, the cells were transferred onto an OP9-Dll1 monolayer to initiate T-lineage differentiation (Figure 2—figure supplement 1A). The ability sgLMO2-treated progenitors to differentiate into the T-lineage was comparable to that of control (Figure 2—figure supplement 1B). Next, Cas9-introduced pro-B(+) cells were transduced with sgRNA against LMO2, which caused specific loss of LMO2 protein 4 days after retroviral infection as detected by immunoblotting (Figure 2—figure supplement 1C). Five or ten days after sgLMO2 transduction, the cells were transferred onto a OP9-Dll4 monolayer to induce Notch-dependent T-lineage differentiation (Figure 2A). *Lmo2*-deficient pro-B(+) cells progressed to the DN2 stage (CD25^+^CD44^+^) as well as control cells on day 5, however, developmental arrest was observed ten days after sgLMO2 transduction (Figure 2B). These results indicate that LMO2 is necessary for pro-B(+) cells to maintain their ability to differentiate into T-cell lineage, and loss of their differentiation potential took several days (~10 days) after *Lmo2* disruption. Thus, the process may require loss of LMO2-mediated slower time-scale transcriptional changes, including histone modifications, chromatin remodeling, and DNA methylation.

**Figure 2.**
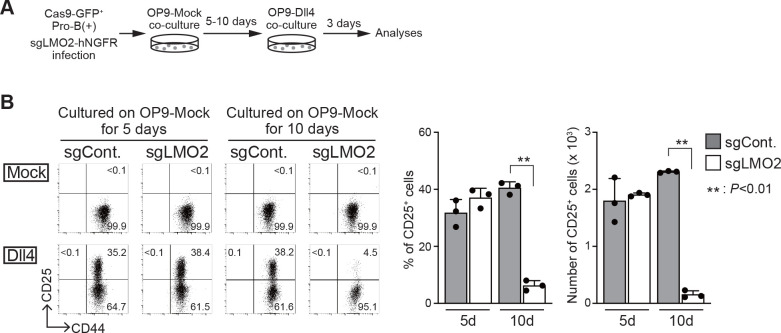
Loss of *Lmo2* leads to the differentiation arrest in pro-B(+) cells. (**A**) An experimental scheme for the deletion of *Lmo2* using the CRISPR/Cas9 system in pro-B cell lines is shown. (**B**) Retroviral vectors encoding sgRNA against luciferase (sgCont.) or LMO2 (sgLMO2) were introduced into Cas9-expressing (GFP^+^) pro-B(+) cells. Five (cultured on OP9-Mock for 5 days, left panels) or 10 days (cultured on OP9-Mock for 10 days, right panels) after co-cultured on OP9-Mock cells following the infection, pro-B cells were cultured again on OP9-Mock (Mock) or OP9-Dll4 (Dll4) stromal cells for 3 days. GFP^+^hNGFR^+^ sgRNA-transduced cells were gated and analyzed for CD44 and CD25 expression (left). The percentages and numbers of CD25^+^ cells among GFP^+^hNGFR^+^ sgRNA-transduced cells, cultured on OP9-Dll4, are shown with SD (right). The data represent the mean values of three independent biological replicates. Each value is indicated by a closed circle. **p<0.01 by two-sided Student’s t-test. Figure 2—source data 1.Raw data used to generate the graph in Figure 2B.

**Figure 2—figure supplement 1.**
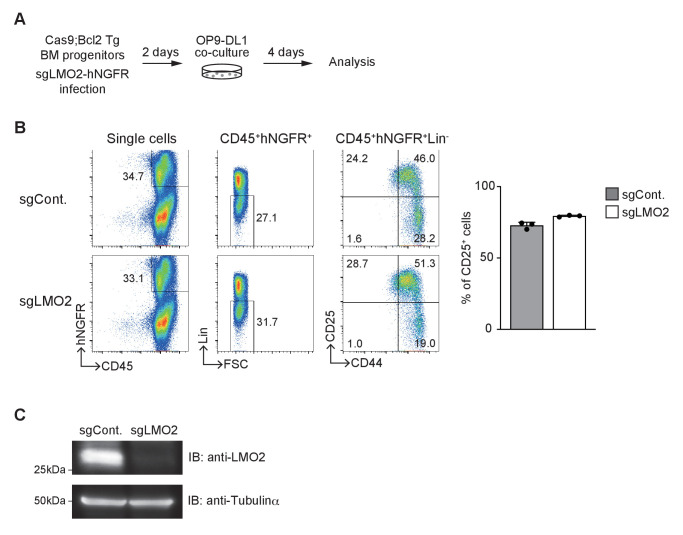
CRISPR/Cas9-mediated deletion of *Lmo2* in BM progenitors. (**A**) Experimental scheme for *Lmo2* deletion in primary BM progenitor cells using the CRISPR/Cas9 system is shown. (**B**) Flow cytometric analysis of BM progenitors transduced with sgRNA and co-cultured with OP9-Dll1 for 4 days. Representative CD45/hNGFR (sgRNA) profiles in single cells, FSC/Lin profiles in CD45^+^hNGFR^+^ cells, and CD44/CD25 profiles in CD45^+^hNGFR^+^Lin^-^ cells are shown. Results are representative of three biological replicates. Percentages of CD25^+^ cells among the CD45^+^hNGFR^+^Lin^-^ cells are shown with SD (right). (**C**) Specific depletion of targeted LMO2 protein. Four days after sgRNA transduction in Figure 2A, lysates from retrovirus-infected GFP^+^hNGFR^+^ Pro-B(+) cells were subjected to immunoblotting for LMO2. Two independent experiments were performed with similar results. Figure 2—figure supplement 1—source data 1.Original data used to generate the panels in Figure 2—figure supplement 1C. Figure 2—figure supplement 1—source data 2.Raw data used to generate the graph in Figure 2—figure supplement 1B.

### LMO2 regulates survival of *Ebf1*-deficient pro-B cells via Bcl11a/Bcl2 pathway

To identify the downstream targets of LMO2, we compared the gene expression profiles of pro-B(−), *Lmo2*-introduced pro-B(−) (pro-B(−)/LMO2), *Meis1*-introduced pro-B(−) (pro-B(−)/Meis1), and pro-B(+) cells (Figure 3A). We found that *Lmo2*-introduction restored the expression of *Bcl11a* in pro-B(−) cells, whereas *Meis1* further downregulated *Bcl11a* expression. The expression of other potential target genes, including *Meis1* and *Hmga2*, were also changed following *Lmo2*- and *Meis1*-transduction, which failed to restore T-lineage differentiation capacity in pro-B(−) cells (Figure 3A). Bcl11a is known to regulate the survival of lymphoid progenitors via induction of the anti-apoptotic gene, *Bcl2* (Yu et al., 2012). Therefore, we examined the roles of the Bcl11a/Bcl2 pathway in the survival of pro-B(−) cells and their potential to differentiate into T-lineage cells. Transduction of *Bcl2* significantly protected pro-B(−) cells from cell death, before and after Notch stimulation (Figure 3B, Figure 3—figure supplement 1). Conversly, overexpression of the oncogene, *Bcl11a,* was highly toxic in pro-B cells. Importantly, *Bcl2*-introduced pro-B(−) cells (pro-B(−)/Bcl2) still failed to progress into the CD25^+^ DN2 stage (Figure 3C). Thus, these results suggest that LMO2 would regulate survival of pro-B(−) cells via the Bcl11a/Bcl2 pathway, and other mechanisms contribute to the maintenance of the potential to differentiate into T-cell lineage.

**Figure 3.**
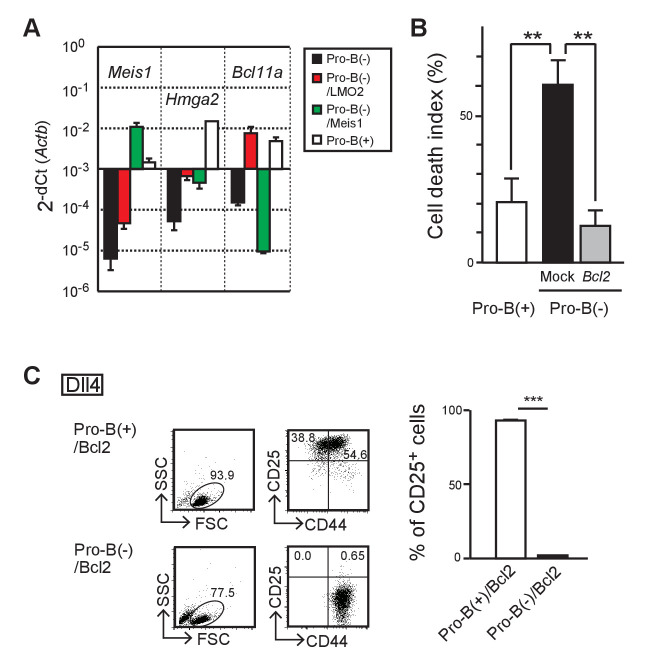
LMO2 regulates survival of *Ebf1*-deficient pro-B cells via Bcl11a/Bcl2 pathway. (**A**) RT-qPCR detection of *Meis1*, *Hmga2*, and *Bcl11a* transcripts in *Lmo2*- (red column), *Meis1*-transfected (green column) pro-B(−) cells, parent pro-B(−) (black column), and pro-B(+) (white column) cells, as shown in Figure 1B. Two independent experiments were performed with similar results. (**B**) Overexpression of *Bcl2* improves cell survival of pro-B(−) cells. Pro-B(+) cells (open column) and empty vector (mock) or human *BCL2* (*Bcl2*)-transduced pro-B(−) cells were cultured on OP9-Mock or OP9-Dll4 for 2 days. After culturing, the dead cells were detected by staining for Annexin V and 7-AAD in CD45^+^ and hNGFR^+^ (retrovirus-infected) cell populations (Figure 3—figure supplement 1). The cell death index was calculated as the difference in the percentage of dead cells in pro-B cells after co-culturing with OP9-Mock and OP9-Dll4. The data represent the mean values of three independent biological replicates with SD. **p<0.01 by two-sided Student’s t-test. (**C**) Bcl2 overexpression does not provide differentiation potential in pro-B(−) cells. Pro-B(−) or pro-B(+) cells with human *BCL2* (pro-B(−)/Bcl2, pro-B(+)/Bcl2) were cultured on OP9-Dll4 as shown in Figure 1D. After culturing, the live cells were analyzed for the expression of CD44 and CD25 (left). The data represent the mean values of percentages of CD25^+^ cells in three independent biological replicates with SD (right). ***p<0.001 by two-sided Student’s t-test. Figure 3—source data 1.Raw data used to generate the graph in Figure 3A. Figure 3—source data 2.Raw data used to generate the graph in Figure 3B. Figure 3—source data 3.Raw data used to generate the graph in Figure 3C.

**Figure 3—figure supplement 1.**
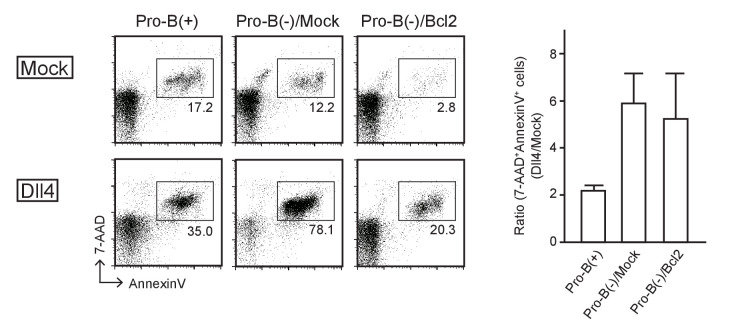
Overexpression of *Bcl2* improves the cell survival in pro-B(−) cells. Pro-B(+) cells and empty vector (mock) or human BCL2-transduced pro-B(−) cells (pro-B(−)/Mock or pro-B(−)/Bcl2) were cultured on OP9-Mock (Mock) or OP9-Dll4 (Dll4) for 2 days. After the cultures, the dead cells were detected by the staining of both AnnexinV and 7-AAD in CD45^+^ and hNGFR^+^ (retrovirus-infected) cell population. Numbers in the profiles indicate the relative percentages for each corresponding fraction. Three independent experiments were performed with similar results. The ratio of AnnexinV^+^7-AAD^+^ cells in pro-B cells co-cultured with OP9-Mock and OP9-Dll4 (OP9-Dll4/OP9-Mock) is shown with SD (right). Figure 3—figure supplement 1—source data 1.Raw data used to generate the graph in Figure 3—figure supplement 1.

### LMO2 is required for the activation of *Tcf7* after Notch signaling

Our comparative microarray analysis of pro-B(−) and pro-B(+) cells showed that expression of *Tcf7* (encoding TCF1), one of the most important and the earliest Notch target genes in thymic immigrant cells, was weakly detected in pro-B(+) cells; however, its level was approximately 100-fold lower in pro-B(−) cells. Therefore, we next examined the expression kinetics of *Tcf7* in pro-B(+)/Bcl2 and pro-B(−)/Bcl2 cells that survive after Notch stimulation but fail to differentiate into T-cell lineages. The upregulation of *Tcf7* expression observed in pro-B(+)/Bcl2 cells after Notch stimulation was significantly abrogated in pro-B(−)/Bcl2 cells (Figure 4A). In contrast, another Notch-regulated gene, *Gata3*, was upregulated by Notch stimulation but modestly lower in pro-B(−)/Bcl2 cells compared to that in pro-B(+)/Bcl2 cells (Figure 4A). These results were further confirmed at the protein level using pro-B(−)/Bcl2 and pro-B(+)/Bcl2 cells at 7 days post-Notch stimulation (Figure 4B). In addition, there was a decrease in *Tcf7* expression in *Lmo2*-deficient pro-B(+) cells (Figure 2) after 10 days but not after 5 days of sgRNA transduction (Figure 4—figure supplement 1). We then tested the role of *Tcf7* using a gain-of-function strategy and found that introduction of *Tcf7* clearly rescued the defect in the differentiation capacity of pro-B(−)/Bcl2 into T-cell lineage (DN2 stage), after Notch signaling was provided (Figure 4C). These results indicate that LMO2 expression in T-cell progenitors plays a crucial role in the activation of *Tcf7* once the progenitors migrate into the thymus and are stimulated by Notch signaling.

**Figure 4.**
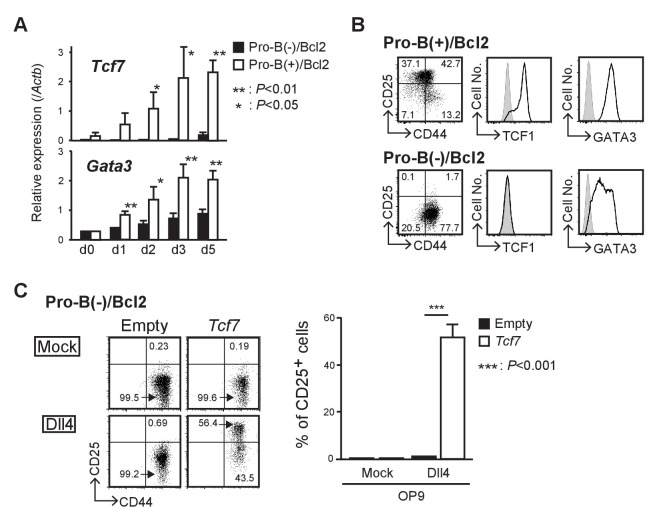
LMO2 is required for activation of *Tcf7* after Notch signaling. (**A**) Expression levels of *Tcf7* and *Gata3* in pro-B(−) and pro-B(+) cells with exogenous BCL2, at 0–5 days after the culture on OP9-Dll4, were analyzed by RT-qPCR. The relative expression (/*Actb*) is shown with SD. *p<0.05, **p<0.01 by two-sided Student’s t-test. (**B**) Intracellular staining of TCF1 or GATA3 in pro-B(+)/Bcl2 (upper panels) and pro-B(−)/Bcl2 (lower panels) was performed at day 7 after Notch stimulation; representative expression profiles of CD44 and CD25 are also shown (left). Results are representative of three independent experiments. (**C**) Introduction of *Tcf7* provides differentiation potential for T-cell lineage to pro-B(−)/Bcl2. Pro-B(−)/Bcl2 cells were infected with either empty control or *Tcf7*-containing lentivirus, and the cells were co-cultured on OP9-Mock (upper panels) or OP9-Dll4 (lower panels) for 3 days. Lentivirus-infected cells were analyzed for the expression of CD44 and CD25. Three independent experiments were performed with similar results. The percentages of CD25^+^ cells are shown with SD (right). ***p<0.001 by two-sided Student’s t-test. Figure 4—source data 1.Raw data used to generate the graph in Figure 4A. Figure 4—source data 2.Raw data used to generate the graph in Figure 4C.

**Figure 4—figure supplement 1.**
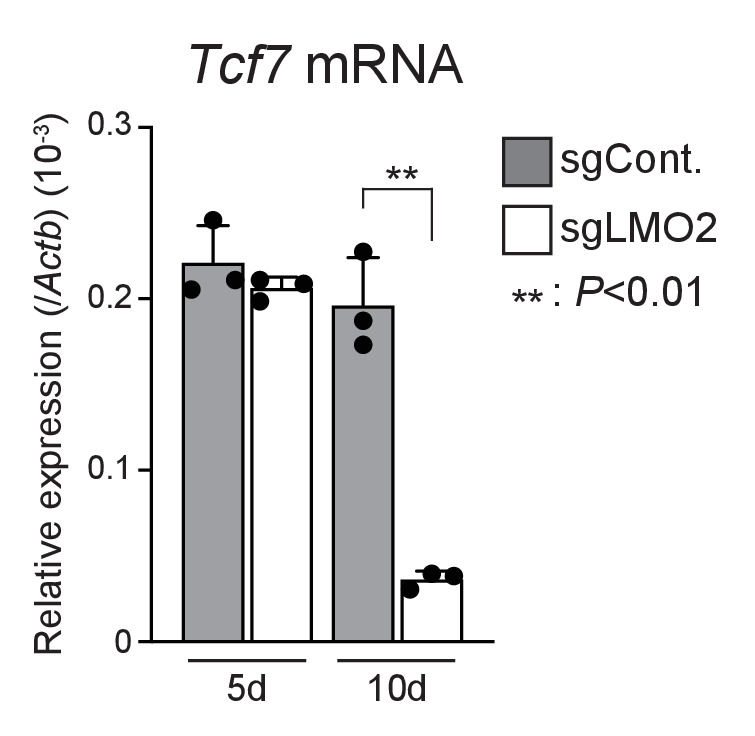
Down-regulation of *Tcf7* in *Lmo2*-deficient pro-B(+) cells. Expression levels of *Tcf7* in Cas9-expressing pro-B(+) cells co-cultured with OP9-Mock for 5 or 10 days after sgRNA transduction (Figure 2A) were analyzed using RT-qPCR. Relative expression of *Actb* is shown with SD. *p<0.05, **p<0.01 by two-sided Student’s t-test. Data are based on three biological replicates. Figure 4—figure supplement 1—source data 1.Raw data used to generate the graph in Figure 4—figure supplement 1.

### DNA methylation status of the *Tcf7* locus is maintained by LMO2

Next, we examined the epigenetic status of the *Tcf7* locus in pro-B cell lines. We observed that in pro-B(+) cells, the transcriptional start site (TSS) of the *Tcf7* locus was highly enriched for the active histone mark H3K4-3Me. However, *Lmo2* disruption caused a significant reduction in the H3K4-3Me marks 10 days post-sgRNA introduction (~30%), and a modest reduction in the H3K4-3Me levels after 5 days of *Lmo2* deletion (~70%) (Figure 5—figure supplement 1). Moreover, we found a CpG island at the TSSs of *Tcf7* (Figure 5A). Thus, we examined the DNA methylation levels of the CpG island at the TSSs of the *Tcf7* locus in the pro-B cell lines. In pro-B(−) cells, the CpG island at the *Tcf7* locus was highly methylated, in contrast to pro-B(+) cells that had a highly demethylated TSSs (77.6% vs. 29.8%) (Figure 5B). Moreover, enforced expression of *Lmo2* in pro-B(−) cells induced demethylation of the CpG island at the TSSs (Figure 5B, pro-B(−)/LMO2). These results demonstrate that the epigenetic status of the *Tcf7* locus in the progenitor cells is maintained by LMO2 in a transcriptionally poised chromatin state for quick responsiveness following Notch stimulation.

**Figure 5.**
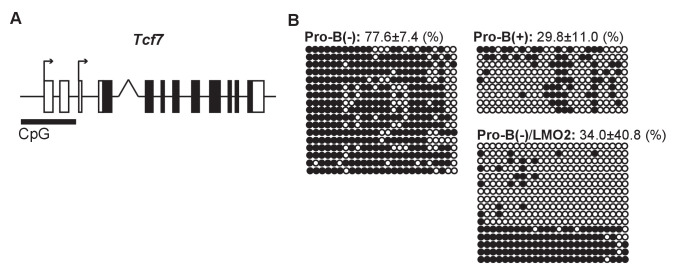
DNA methylation status of the *Tcf7* locus is maintained by LMO2. (**A**) A CpG island at the transcriptional start sites (TSSs) of the *Tcf7* locus, which contains 25 potential CpG methylation sites. (**B**) The DNA methylation status of CpG island at the TSSs of the *Tcf7* locus was determined by bisulfite sequencing in pro-B(−), pro-B(+), and LMO2-transduced pro-B(−) cells (pro-B(−)/LMO2). Bisulfite-converted genomic DNA around the TSSs of *Tcf7* was amplified using PCR, and each PCR product was sequenced. The 25 horizontal circles each represent a CpG sequence derived from a single PCR product (17 clones from pro-B(−) cells, 9 clones from pro-B(+) cells, and 16 clones from pro-B(−)/LMO2 cells). Closed and open circles indicate methylated and demethylated CpG sites, respectively. The frequencies of the methylated CpGs are shown with SD. Data are based on two independent pooled experiments.

**Figure 5—figure supplement 1.**
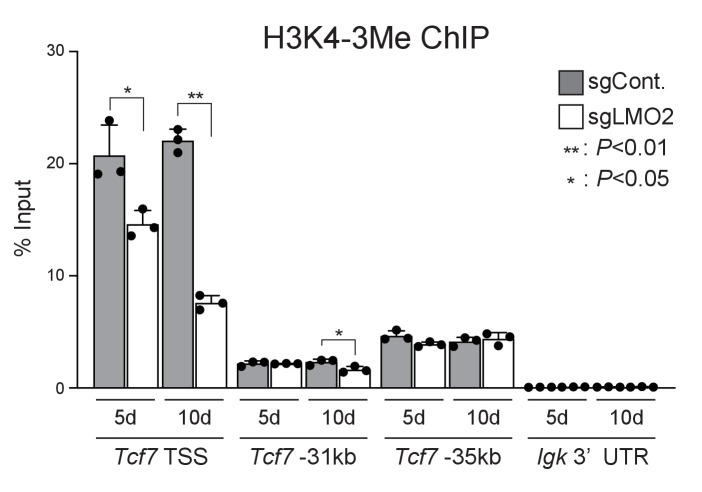
H3K4-3Me levels around the *Tcf7* locus in *Lmo2*-deficient cells. Cas9-expressing pro-B(+) cells were co-cultured with OP9-Mock for 5 or 10 days after sgRNA transduction (Figure 2A) and then purified. H3K4-3Me levels around the *Tcf7* locus were determined using the ChIP assay and qPCR analysis. The mean values (% input) are shown with SD. Data are based on three independent experiments. *p<0.05, **p<0.01 by two-sided Student’s t*-*test. Figure 5—figure supplement 1—source data 1.Raw data used to generate the graph in Figure 5—figure supplement 1.

### LMO2 directly binds to the *Bcl11a* and *Tcf7* loci

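Pro-B(+) cells are the Ebf1-deficient pro-B cell line that retained the ability to differentiate into T-lineage cells. For ChIP-seq, chromatin bound by a protein is pulled down with antibodies against it, and the recovered DNA is sequenced. The deposited series holds 2 LMO2 ChIP samples and 2 input samples of pro-B(+) cells. Each LMO2 ChIP sample was pulled down with 6 μg of a mixture of anti-LMO2 antibodies. The methods state single reads of 75 nt, whereas the sample labels state single reads of 50 nt on another sequencer. The methods name the genome build as NCBI37/mm10 for alignment and mm10 for annotation, taken here as mm10 (GRCm38). The authors aligned the reads to it with Bowtie, with settings that retained reads matching up to 10 places. They called peaks with HOMER against the matched input, retained the peaks reproducible between the replicates by IDR with a normalized peak score of at least 15, and annotated these peaks to genes. The data used here are this list of reproducible peaks. It gives for each peak a position, a peak score, a focus ratio (the fraction of its reads that lie where a single binding site would place them) and the nearest transcription start site (TSS). Each score and focus ratio is a single value for both replicates together. No spread between replicates and no depth could therefore be computed, and the scores, which are the authors' values, were compared only between peaks of the list. From the list, 200 bp windows centred on the peaks were taken from the GRCm38 reference and searched for motifs on both strands. For each peak, 10 random genomic windows with the same GC content served as the background.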

Finally, we performed chromatin immunoprecipitation followed by deep-sequencing (ChIP-seq) analysis to identify genome-wide LMO2 occupancy sites in the pro-B(+) cells. 

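The deposited list held 1585 peaks, each 207 bp long. Their peak scores ranged from 15.0 to 162.4 with a median of 20.3, and 342 peaks had a score of at least 30. The median focus ratio was 0.788. By the annotation in the list, 769 peaks (48.5%, Wilson 95% interval 46.06 to 50.98) were intergenic and 605 (38.2%, 35.8 to 40.6) lay in introns. Another 126 (7.95%, 6.72 to 9.39) were assigned to promoters, and 37 (2.33%, 1.70 to 3.20) lay in exons. In total, 172 peaks (10.9%, 9.41 to 12.5) were within 1 kb of a TSS. Their median peak score was 18.6, against 20.7 for the other peaks (two-sided permutation test, p = 0.00601). Of the 1584 peaks on chromosomes 1 to 19, X and Y, 190 consisted mainly of sequence found more than once in the genome, where a read can match several places.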

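The RUNX motif TGTGGT was present in 871 of the 1584 peak windows (55.0%, Wilson 95% interval 52.5 to 57.4) and in 2089 of the 15840 background windows (13.2%, 12.7 to 13.7). The odds ratio was 8.04 (95% interval 7.21 to 8.97, adjusted p = 5.51e-294 from two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 5 motifs tested). The alternative that lowered it most took windows 1 kb to a random side of each peak as the background, where the ratio of discordant windows was 6.41 (exact McNemar test, adjusted p = 5.85e-112). The RUNX, ETS and bHLH words were chosen from Figure 6A, whose motifs the paper found in these same peaks. Their tests therefore give the size of the enrichment and are not independent evidence for it. The ETS motif CTTCCT was present in 816 peak windows (51.5%, 49.1 to 54.0) and in 4217 background windows (26.6%, 25.9 to 27.3), with an odds ratio of 2.93 (2.64 to 3.25, adjusted p = 1.25e-87 from the same Fisher's exact test). Of the motifs tested that Figure 6A does not list, the GATA motif WGATAA was found in 16.2% of peak windows (14.4 to 18.1) and 11.1% of background windows (10.6 to 11.6), with an odds ratio of 1.55 (1.34 to 1.78, adjusted p = 1.09e-08, Fisher's exact test). Against the windows 1 kb to the side, however, its ratio was 0.847 (exact McNemar test, adjusted p = 0.0878). Those windows were not matched on GC content, and 18.5% of them had the GATA motif. Under the other settings tried, its odds ratio was between 1.51 and 2.25, each with an adjusted p below 0.05 (Fisher's exact test). The enrichment of GATA therefore depends on the background chosen. The RBPJ motif TGGGAA was less frequent in peak windows (13.7%, 12.1 to 15.5) than in background windows (18.7%, 18.1 to 19.3), with an odds ratio of 0.690 (0.594 to 0.8001, adjusted p = 4.27e-07, Fisher's exact test). Against dinucleotide-shuffled peak windows this difference was not detectable (odds ratio 1.004, Fisher's exact test, adjusted p = 0.969).

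**Figure D1:**
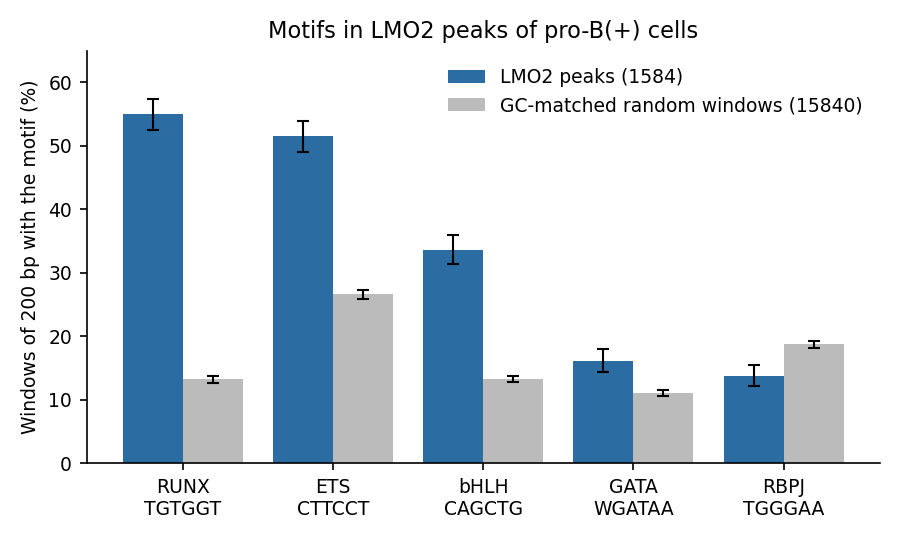
Percentage of 200 bp windows with each motif among 1584 LMO2 peaks (blue) and 15840 GC-matched random windows (grey); error bars are Wilson 95% intervals. The RUNX motif was found in 55.0% of peak windows and 13.2% of random windows, the largest gap of the 5 motifs.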

We identified more than 1500 reproducible LMO2 binding peaks, and enrichment of Runx and ETS motifs that are frequently found in open chromatin regions of hematopoietic progenitors and pre-commitment pro-T cells (Yoshida et al., 2019; Ungerbäck et al., 2018; Figure 6A). The motif for a previously reported LMO2 interacting partner, the bHLH factors, was also coenriched (Figure 6A). 

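The bHLH motif CAGCTG was present in 533 of the 1584 peak windows (33.6%, Wilson 95% interval 31.4 to 36.0) and in 2103 of the 15840 background windows (13.3%, 12.8 to 13.8). The odds ratio was 3.31 (2.96 to 3.71, adjusted p = 6.16e-84 from two-sided Fisher's exact test over the same 5 motifs). With the wider consensus CAGSTG, 52.7% of peak windows and 31.0% of background windows had the motif. Among all 2080 non-redundant 6-mers, ranked by the same test, TGTGGT was first, CTTCCT was 7th and CAGCTG was 8th of those more frequent in peaks, and the related E-box CAGATG was 10th. All 3 motifs occurred together in 138 peak windows (8.71%, 7.42 to 10.2) and in 64 background windows (0.404%). None of them occurred in 245 peak windows (15.5%, 13.8 to 17.3) and 8756 background windows (55.3%). Within the list, the motifs shared peaks about as often as independent presence gives. RUNX and bHLH motifs occurred together in 287 peaks against 293.1 expected, with an odds ratio of 0.933 (0.757 to 1.15, adjusted p = 0.75 from two-sided Fisher's exact test over the 3 pairs). ETS and bHLH motifs occurred together in 278 peaks against 274.6 expected, and RUNX and ETS motifs in 454 against 448.7, both also with an adjusted p of 0.75. The median peak score was 20.7 with the bHLH motif and 20.2 without it (two-sided permutation test, adjusted p = 0.692).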

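At Lyl1, on chromosome 8 of GRCm38 from 84701423 to 84704716 on the plus strand, the list held 2 peaks. The peak at 84700016 to 84700222 lay at -1338 bp from the TSS. Its score of 125.3 was the 3rd highest of the list, and its focus ratio was 0.889. Its 200 bp window contained the bHLH motif CAGCTG at 84700051 to 84700056 and the ETS motif CTTCCT at 84700127 to 84700132, and the reference sequence of the peak is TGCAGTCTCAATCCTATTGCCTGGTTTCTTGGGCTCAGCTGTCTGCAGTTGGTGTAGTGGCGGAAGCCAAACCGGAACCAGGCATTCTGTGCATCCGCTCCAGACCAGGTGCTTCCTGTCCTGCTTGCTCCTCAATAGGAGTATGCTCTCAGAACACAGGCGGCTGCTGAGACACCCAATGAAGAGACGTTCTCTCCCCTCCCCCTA. The other peak, at 84701454 to 84701660, was annotated to the promoter, ranked 548th by score with a focus ratio of 0.601, and contained neither motif. At Erg, on chromosome 16 from 95359169 to 95586600 on the minus strand, the list held 1 peak, at 95405567 to 95405773 in intron 3, with a score of 23.9 and CAGCTG at 95405634 to 95405639. At Hhex, on chromosome 19 from 37434841 to 37440731 on the plus strand, the list held no peak. The nearest listed peak was 1428212 bp away, at 36006423 to 36006629, with a score of 16.2. With a minimum score of 30, only the peak upstream of Lyl1 remained at these 3 genes.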

Many of the bHLH-regulated genes, including *Lyl1*, *Erg*, and *Hhex*, were bound by LMO2 (Figure 6B). In addition, these motifs are highly relevant to the binding sites for major transcription factors, such as LMO2, in HPCs (Wilson et al., 2010). Moreover, two LMO2 binding peaks were detected in the downstream regions of the *Bcl11a* locus, one of the LMO2-sensitive genes (Figures 3A and 6B). 

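Bcl11a lies on chromosome 11 of GRCm38 from 24076564 to 24173558 on the plus strand. The list annotated 2 intergenic peaks to it, both downstream of the gene. The first, at 24200353 to 24200559, began 26795 bp past the gene end, with 119761 bp given in the list as the distance from a TSS, with a peak score of 21.1 and a focus ratio of 0.718. Its window contained the RUNX motif at 24200528 to 24200533. The other, at 24243035 to 24243241, began 69477 bp past the gene end, with 162443 bp as this distance, with a score of 19.5 and a focus ratio of 0.838. The window of this peak contained a RUNX motif at 24243087 to 24243092, ETS motifs at 24243060 to 24243065 and 24243145 to 24243150, and a bHLH motif at 24243115 to 24243120. This peak also had the RBPJ motif TGGGAA at 24243119 to 24243124, within its window. Its reference sequence is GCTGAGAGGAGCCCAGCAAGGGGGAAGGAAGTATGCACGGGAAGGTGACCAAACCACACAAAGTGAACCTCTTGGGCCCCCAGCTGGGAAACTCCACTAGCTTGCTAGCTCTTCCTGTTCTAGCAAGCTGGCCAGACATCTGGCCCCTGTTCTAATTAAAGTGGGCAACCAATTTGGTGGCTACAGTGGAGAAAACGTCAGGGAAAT. The scores of both peaks lay near the median of the list, so neither was retained with a minimum score of 30.

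**Figure D2:**
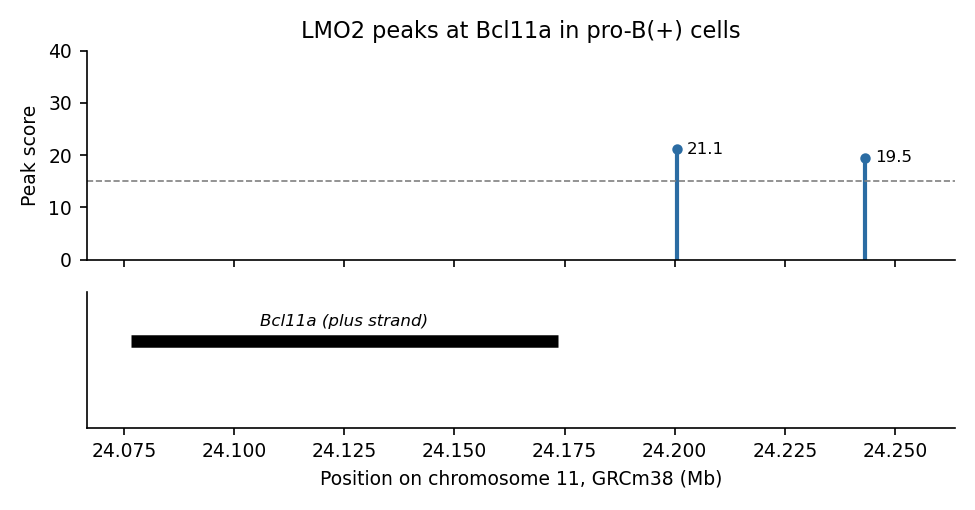
LMO2 peaks annotated to Bcl11a in pro-B(+) cells, drawn at their position on chromosome 11 (Mb) with the peak score as height; the dashed line is the score of 15 required by the methods, and the black bar is the gene. Both peaks, with scores of 21.1 and 19.5, lie downstream of the gene.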

Most importantly, a clear LMO2 peak was observed at the −35 kb upstream region of the *Tcf7* locus. This binding site overlapped with RBPJ, a DNA-binding subunit of the Notch intracellular domain (NICD) transcriptional complex, binding sites at the *Tcf7* locus, and co-occupied with Runx1 in pre-commitment DN1 cells (GSE148441, GSE110020) (Romero-Wolf et al., 2020; Hosokawa et al., 2018; Shin et al., 2021; Figure 6B, Figure 6—figure supplement 1). 

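Tcf7 lies on chromosome 11 of GRCm38 from 52246527 to 52283383 on the minus strand. The list held 1 peak for it, at 52318494 to 52318700, at -35583 bp from the TSS. Its peak score was 30.2 and its focus ratio 0.854. The list annotated it as intergenic, and RefSeq places the gene Gm30217 there. The ChIP-qPCR primers of the methods for the region 35 kb upstream matched the reference at 52318621 to 52318706, and 80 bp of this 86 bp amplicon lay inside the peak. The other upstream amplicon, at 52314320 to 52314404 and 30937 bp from the gene, was 4090 bp from the peak, and no peak was listed there. The reference sequence of the peak is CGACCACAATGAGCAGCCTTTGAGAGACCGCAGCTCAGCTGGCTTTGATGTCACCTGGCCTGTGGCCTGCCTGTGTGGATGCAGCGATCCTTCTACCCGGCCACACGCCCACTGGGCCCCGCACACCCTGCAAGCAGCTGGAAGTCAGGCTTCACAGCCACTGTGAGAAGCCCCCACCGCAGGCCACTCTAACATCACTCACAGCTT. It contained the bHLH motif CAGCTG at 52318529 to 52318534 and at 52318628 to 52318633, the latter within the amplicon. The RUNX motif TGTGGT was present on the minus strand at 52318496 to 52318501, within the peak but across the edge of its 200 bp window. The window itself therefore had no TGTGGT, whereas the wider RUNX consensus TGYGGT matched in it at 52318520 to 52318525 and at 52318669 to 52318674. No ETS or RBPJ motif was found in the window with either consensus tried. The RBPJ and Runx1 data of DN1 cells were not used here.

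**Figure D3:**
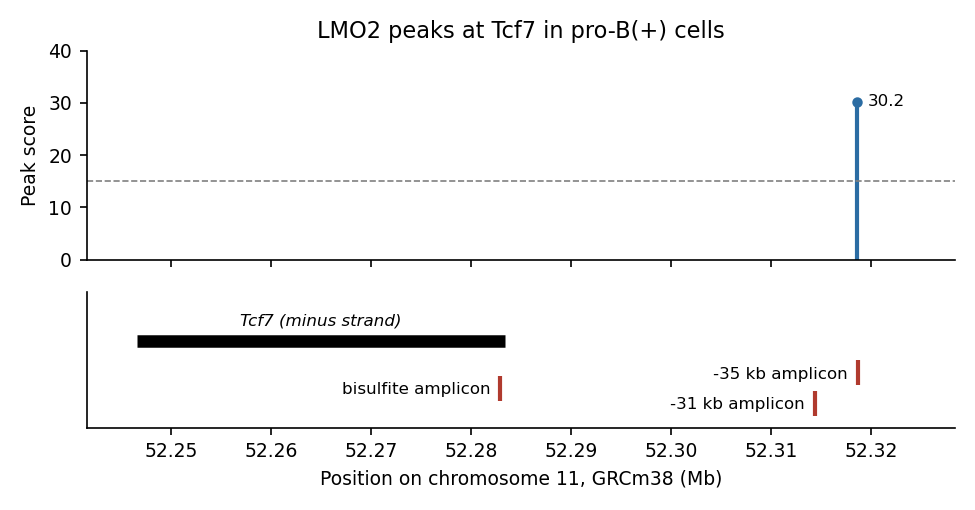
LMO2 peak annotated to Tcf7 in pro-B(+) cells, drawn at its position on chromosome 11 (Mb) with the peak score as height; the dashed line is the score of 15 required by the methods, the black bar is the gene, and red marks are amplicons of the methods. The peak, with a score of 30.2, lies on the amplicon 35238 bp upstream of the gene.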

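By peak score, the Tcf7 peak ranked 333rd of the 1585 peaks, within the highest 21.0%, and the Bcl11a peaks ranked 723rd (45.6%) and 873rd (55.1%). None of these 3 peaks consisted mainly of sequence found more than once in the genome. A minimum score of 30 retained the Tcf7 peak only. The list gives no values per replicate, so these ranks have no replicate error. From the peaks at both loci, the paper concludes that the binding of LMO2 there is direct.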

Taken together, LMO2 directly binds to the *Bcl11a* and *Tcf7* loci and regulates their expression to maintain the ability of progenitors to differentiate into T-cell lineage.

**Figure 6.**
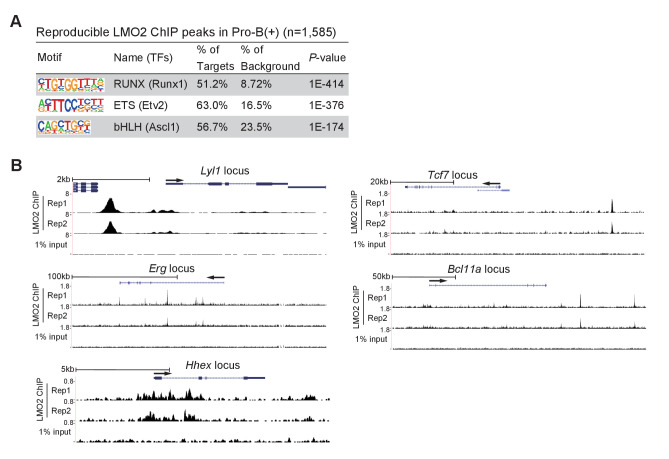
LMO2 binds to the upstream region of the *Tcf7* locus. (**A**) LMO2 ChIP-seq analyses were performed using the pro-B(+) cell line. The top three enriched sequence motifs among the 1585 reproducible LMO2 peaks are shown. Data are based on ChIP-seq peaks scored as reproducible in two replicate samples. (**B**) ChIP-seq tracks showing two replicates of LMO2 binding profiles around the *Lyl1*, *Erg*, *Hhex*, *Tcf7*, and *Bcl11a* loci in pro-B(+) cell line with tracks for 1% input.

**Figure 6—figure supplement 1.**
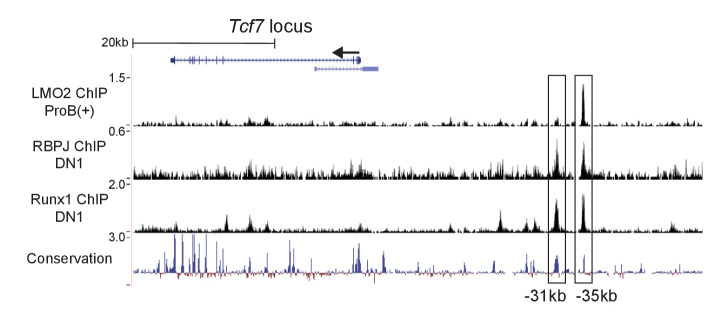
LMO2 binds to one of the RBPJ and Runx1 binding sites at the *Tcf7* locus. ChIP-seq tracks show binding profiles of LMO2 in pro-B(+) cells, and RBPJ and Runx1 in DN1 cells (GSE148441, GSE110020) around the *Tcf7* locus. The conservation track is also shown at the bottom. The −31 and −35 kb RBPJ binding sites are labeled with rectangles. Data are representative of two independent experiments.

## Discussion

Here, we demonstrate that LMO2 contributes to the differentiation capacity of T-cell lineage in *Ebf1*-deficient pro-B cells via activation of the Bcl11a/Bcl2 pathway, which is critical for cell survival, and maintenance of DNA methylation status of the *Tcf7* locus. LMO2 directly binds to its target loci and enables the *Tcf7* locus to achieve a state that is responsive to T-cell induction following Notch signaling.

We established our original thymic stromal cell line, TD7, in which HSCs differentiate into CD19^+^ B-lineage cells in the presence of IL-7 (Figure 1—figure supplement 1A) or into Thy1^+^CD25^+^ T-lineage cells upon receiving Notch signaling. To establish pro-B cell lines possessing pluripotency, we cultured HSCs from the fetal liver of *Ebf1*-deficient mice on TD7 or OP9 stromal cells, which have been reported to establish pro-B cell lines (Pongubala et al., 2008). The pro-B cells derived from cultures with TD7 grew robustly in the presence of IL-7, but abruptly died when Notch signaling is provided, in contrast to the cells from cultures with OP9, which differentiated into DN2/3 stages with Notch signaling. The characteristics observed in the former pro-B cells were found to be due to decreased expression of *Lmo2*. These results suggest that TD7 does not support the pluripotency of *Ebf1*-deficient pro-B cells, leading to loss of LMO2. Although the molecular machinery underlying LMO2 expression in HSCs has not been fully described, it was shown that several cis-regulatory elements around the *Lmo2* locus cooperatively function and ensure the full expression pattern of *Lmo2* (Landry et al., 2005; Landry et al., 2009), which appears to be driven in part by PU.1, TAL1, GATA factors, and LMO2 itself. The culture conditions provided by TD7 may be unable to sustain sufficient expression of these transcription factors. Alternatively, it is possible that TD7 could not support pro-B cells that retained their pluripotency because M-CSF, which is not produced by OP9 (Nakano et al., 1994), promoted the differentiation of HSCs into myeloid cells. In fact, the establishment of pro-B cells on TD7 was accompanied by a prolonged emergence of myeloid marker-positive cells compared to that on OP9, and the remaining pro-B cells lost their pluripotency (Figure 1—figure supplement 1B). Therefore, HSCs may be depleted by differentiation into the myeloid lineage, resulting in IL-7-dependent proliferation of pro-B cells without pluripotency that express reduced *Lmo2*. In either case, substantial expression of *Lmo2* is critical for the maintenance of pluripotency in *Ebf1*-deficient pro-B cells, which is consistent with the finding that LMO2 is an important factor for the reprogramming of committed blood or mesenchymal cells to the induced HSCs (Riddell et al., 2014; Batta et al., 2014; Vereide et al., 2014).

A remarkable feature of LMO2 is that it only generates T-cell malignancies by abnormal expression (Neale et al., 1995; Curtis and McCormack, 2010; Matthews et al., 2013). A recent study indicated that LMO2 overexpression induces T-cell malignancies not only at the hematopoietic undifferentiated stages, but also after differentiation to B-lineage cells (García‐Ramírez et al., 2018). However, the strong association between LMO2 and T-cell malignancy is not well understood at the molecular level. We showed here that LMO2 plays an important role in maintaining the chromatin structure of the *Tcf7* locus in an accessible state necessary for Notch signaling-mediated activation of *Tcf7*. The expression of *Tcf7* is highly specific to the T-cell lineage among hematopoietic cells, and TCF1 is important for initiating the epigenetic identity of the T-cell lineage (Johnson et al., 2018). Therefore, it can be inferred that, as the *Tcf7* locus remains in an accessible state in HPCs or lineage-committed cells with ectopic LMO2 expression, they efficiently differentiate into T-lineage cells and selectively develop T-cell malignancy. In addition, TCF1 forms a complex with β-catenin, which contributes to the development of T-cell malignancy (Bigas et al., 2020). Although the contribution of the β-catenin/TCF1 complex in normal T-cell development remains unclear, the complex, together with RAG molecules, induces various genetic instabilities including those in the *Myc* gene in immature T cells and causes *Myc* gene-targeted tumorigenesis (Dose et al., 2014; Gekas et al., 2016). As TCF1 is also involved in other tumorigenesis (Liu et al., 2019), aberrant expression of LMO2 may promote T-cell malignancy via TCF1.

Previous reports suggest that LMO2 forms complexes with the bHLH transcription factors, including E2A, Lyl1, and TAL1/SCL, and binds to their target genomic sites (Wadman et al., 1997; Grütz et al., 1998; El Omari et al., 2013; Layer et al., 2016). Consistently, in this study, we found that the binding motif for bHLH factors was enriched in LMO2 binding regions in pro-B(+) cells. Thus, LMO2 seems to function along with these bHLH factors in the lymphoid progenitors. In addition, we found that LMO2 directly binds to the *Tcf7* locus. Initiation of *Tcf7* expression requires Notch signaling and Runx factors in T-cell progenitors (Weber et al., 2011; Guo et al., 2008; Shin et al., 2021). Two NICD-RBPJ complex and Runx1 binding sites were found at the −31 and −35 kb upstream regions of the *Tcf7* locus (Figure 6—figure supplement 1; Weber et al., 2011; Romero-Wolf et al., 2020; Hosokawa et al., 2018). Among these, the functional importance of the −31 kb region has been previously reported as a Notch-dependent enhancer of *Tcf7* (Weber et al., 2011; Harly et al., 2020). The LMO2 binding site, identified in this study, overlapped with the other RBPJ binding site, at the −35 kb upstream region. While the physiological role of the −35 kb RBPJ binding site has not been clarified, our data suggest that direct binding of LMO2 to this region in progenitor cells plays an important role in maintaining the accessible chromatin configuration of the *Tcf7* locus. In fact, *Lmo2* expression levels were found to be associated with DNA methylation status around the *Tcf7* locus and subsequent Notch-mediated activation of *Tcf7* expression. Taken together, in the T-cell progenitor stage, LMO2 acts as a gatekeeper for maintaining the transcriptionally poised chromatin state of the *Tcf7* locus via direct binding to the −35 kb region, and guarantees T-cell differentiation potential.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	*Ebf1^+/-^*	Pongubala et al., 2008		Provided by Dr. Grosschedl, Max Planck Institute of Immunobiology and Epigenetics
Genetic reagent (*Mus musculus*)	B6.Cg-Tg(BCL2)25Wehi/J	Jackson Laboratory	Stock# 002320	
Genetic reagent (*Mus musculus*)	B6.Gt(ROSA)26^Sortm1.1(CAG-cas9*,-EGFP)Fezh^/J	Jackson Laboratory	Stock# 024858	
Cell line (*Mus musculus*)	OP9	Yokoyama et al., 2013	Stromal cell line derived from fetal murine calvaria (B6 x C3H, *op/op*)	
Cell line (*Mus musculus*)	TD7	This paper		Mouse fetal thymus (B6, E15.5)-derived mesenchymal cell line
Cell line (*Mus musculus*)	Pro-B(+)	This paper		Ebf1-deficient fetal liver-derived hematopoietic progenitor cell line
Cell line (*Mus musculus*)	Pro-B(−)	This paper		Ebf1-deficient fetal liver-derived hematopoietic progenitor cell line
Cell line (*Mus musculus*)	OP9-Dll4	Hirano et al., 2020		
Cell line (*Homo sapiens*)	HEK293T	Hirano et al., 2020	RRID:CVCL_0063	
Cell line (*Homo sapiens*)	PLAT-E	Hirano et al., 2020	RRID:CVCL_B488	
Antibody	FITC anti-mouse CD4 (Rat monoclonal)	BD Biosciences	Cat# 561835 RRID:AB_10894386	FC (1:500)
Antibody	PE anti-mouse CD4 (Rat monoclonal)	BD Biosciences	Cat# 561829 RRID:AB_10926205	FC (1:500)
Antibody	APC anti-mouse CD8a (Rat monoclonal)	BioLegend	Cat# 100711 RRID:AB_312750	FC (1:500)
Antibody	APCCy7 anti-mouse CD8a (Rat monoclonal)	BioLegend	Cat# 100713 RRID:AB_312752	FC (1:500)
Antibody	PerCpCy5.5 anti-mouse CD11b (Rat monoclonal)	BioLegend	Cat# 101227 RRID:AB_893233	FC (1:500)
Antibody	PECy7 anti-mouse CD19 (Rat monoclonal)	Tonbo Biosciences	Cat# 60-0193 RRID:AB_2621840	FC (1:250)
Antibody	PerCpCy5.5 anti-mouse CD25 (Rat monoclonal)	eBioscience	Cat# 45-0251-82 RRID:AB_914324	FC (1:1000)
Antibody	APC-e780 anti-mouse CD25 (Rat monoclonal)	eBioscience	Cat# 47-0251-82 RRID:AB_1272179	FC (1:200)
Antibody	FITC anti-mouse CD44 (Rat monoclonal)	BioLegend	Cat# 103005 RRID:AB_312956	FC (1:500)
Antibody	APCCy7 anti-mouse CD44 (Rat monoclonal)	BioLegend	Cat# 103027 RRID:AB_830784	FC (1:500)
Antibody	PECy7 anti-mouse CD45 (Rat monoclonal)	eBioscience	Cat# 25-0451-82 RRID:AB_2734986	FC (1:400)
Antibody	APC anti-mouse CD45 (Rat monoclonal)	BioLegend	Cat# 103111 RRID:AB_312976	FC (1:1000)
Antibody	PE anti-mouse CD45.1 (Mouse monoclonal)	BioLegend	Cat# 110727 RRID:AB_893348	FC (1:250)
Antibody	PerCpCy5.5 anti-mouse CD45.2 (Mouse monoclonal)	BioLegend	Cat# 109807 RRID:AB_313444	FC (1:250)
Antibody	PerCpCy5.5 anti-mouse B220 (Rat monoclonal)	BioLegend	Cat# 103235 RRID:AB_893356	FC (1:200)
Antibody	APCCy7 anti-mouse Thy1.2 (Rat monoclonal)	BioLegend	Cat# 105327 RRID:AB_10613280	FC (1:1000)
Antibody	FITC anti-mouse Gr-1 (Rat monoclonal)	BioLegend	Cat# 108405 RRID:AB_313370	FC (1:500)
Antibody	Biotin anti-mouse Gr-1 (Rat monoclonal)	eBioscience	Cat# 13-5931-86 RRID:AB_466802	FC (1:300)
Antibody	Biotin anti-mouse TER119 (Rat monoclonal)	eBioscience	Cat# 13-5921-85 RRID:AB_466798	FC (1:300)
Antibody	Biotin anti-mouse CD11b (Rat monoclonal)	eBioscience	Cat# 13-0112-86 RRID:AB_466361	FC (1:300)
Antibody	Biotin anti-mouse CD11c (Armenian Hamster monoclonal)	eBioscience	Cat# 13-0114-85 RRID:AB_466364	FC (1:300)
Antibody	Biotin anti-mouse CD19 (Rat monoclonal)	eBioscience	Cat# 13-0193-85 RRID:AB_657658	FC (1:300)
Antibody	Biotin anti-mouse NK1.1 (Rat monoclonal)	eBioscience	Cat# 13-5941-85 RRID:AB_466805	FC (1:300)
Antibody	Biotin anti-mouse CD3ε (Armenian Hamster monoclonal)	eBioscience	Cat# 13-0031-82 RRID:AB_466319	FC (1:300)
Antibody	PE anti-rat CD2 (Mouse monoclonal)	BioLegend	Cat# 201305 RRID:AB_2073811	FC (1:500)
Antibody	PE anti-human NGFR (Mouse monoclonal)	eBioscience	Cat# 12-9400-42 RRID:AB_2572710	FC (1:500)
Antibody	PE Hamster IgG (Armenian Hamster monoclonal)	BioLegend	Cat# 400907 RRID:AB_326593	FC (1:200)
Antibody	PE anti-mouse Notch1 (Armenian Hamster monoclonal)	BioLegend	Cat# 130607 RRID:AB_1227719	FC (1:200)
Antibody	PE anti-mouse Notch2 (Armenian Hamster monoclonal)	BioLegend	Cat# 130707 RRID:AB_1227725	FC (1:200)
Antibody	PE anti-mouse Notch3 (Armenian Hamster monoclonal)	BioLegend	Cat# 130507 RRID:AB_1227733	FC (1:200)
Antibody	PE anti-mouse Notch4 (Armenian Hamster monoclonal)	BioLegend	Cat# 128407 RRID:AB_1133997	FC (1:200)
Antibody	Alexa Fluor 647 Mouse IgG1 (Mouse monoclonal)	BioLegend	Cat# 400130 RRID:AB_2800436	FC (2 µl per test)
Antibody	Alexa Fluor 647 anti-GATA3 (Mouse monoclonal)	BD Biosciences	Cat# 560068 RRID:AB_1645316	FC (8 µl per test)
Antibody	Rabbit-IgG (Rabbit monoclonal)	Cell Signaling Technology	Cat# 3900 RRID:AB_1550038	FC (1:500)
Antibody	Anti-TCF1 (Rabbit monoclonal)	Cell Signaling Technology	Cat# 2203 RRID:AB_2199302	FC (1:100)
Antibody	Anti-LMO2 (Rabbit monoclonal)	Abcam	Cat# ab91652 RRID:AB_2049879	FC (1:200) ChIP (2ug/sample)
Antibody	Anti-c-Myc (Rabbit monoclonal)	Cell Signaling Technology	Cat# 5605 RRID:AB_1903938	FC (1:100)
Antibody	DyLight 488 anti-rabbit IgG (Donkey polyclonal)	BioLegend	Cat# 406404 RRID:AB_1575130	FC (1:250)
Antibody	DyLight 649 anti-rabbit IgG (Donkey polyclonal)	BioLegend	Cat# 406406 RRID:AB_1575135	FC (1:500)
Antibody	Anti-Tubulinα (Mouse monoclonal)	Sigma	Cat# T6199 RRID:AB_477583	WB (1:1000)
Antibody	Anti-LMO2 (Mouse monoclonal)	Novus	Cat# NB110-78626 RRID:AB_1084895	WB (1:1000) ChIP (2 µg/sample)
Antibody	Anti-human LMO2 (Goat polyclonal)	R&D Systems	Cat# AF2726 RRID:AB_2249968	ChIP (2 µg/sample)
Antibody	Anti-H3K4me3 (Rabbit polyclonal)	Millipore	Cat# 07-473 RRID:AB_1977252	ChIP (5 µl/sample)
Recombinant DNA reagent (plasmid)	pCMV-VSV-G-RSV-Rev	RIKEN BRC	Cat# RDB04393	Lentiviral packaging plasmid
Recombinant DNA reagent (plasmid)	pCAG-HIVgp	RIKEN BRC	Cat# RDB04394	Lentiviral packaging plasmid
Recombinant DNA reagent (plasmid)	pLVS-EF-IR2	This paper		Lentiviral vector with IRES-rat CD2
Recombinant DNA reagent (plasmid)	mLmo2/pLVS-EF-IR2	This paper		pLVS-EF-IR2 Lentiviral vector encoding mLmo2
Recombinant DNA reagent (plasmid)	mTcf7/pLVS-EF-IR2	This paper		pLVS-EF-IR2 Lentiviral vector encoding mTcf7
Recombinant DNA reagent (plasmid)	GCDN	Hirano et al., 2015		Retroviral vector with IRES-human NGFR
Recombinant DNA reagent (plasmid)	hBCL2/GCDN	This paper		GCDN Retroviral vector encoding hBCL2
Recombinant DNA reagent (plasmid)	mMeis1/GCDN	This paper		GCDN Retroviral vector encoding mMeis1
Recombinant DNA reagent (plasmid)	mHmga2/GCDN	This paper		GCDN Retroviral vector encoding mHmga2
Recombinant DNA reagent (plasmid)	Cas9-GFP	Hosokawa et al., 2018		Retroviral vector to express Cas9 and GFP
Recombinant DNA reagent (plasmid)	E42-dTet	Hosokawa et al., 2018		Retroviral vector to express sgRNA and human NGFR
Recombinant DNA reagent (plasmid)	sgRNA against Luciferase (control)	Hosokawa et al., 2018		5’-ggcatttcgcag cctaccg-3’
Recombinant DNA reagent (plasmid)	sgRNA against LMO2 #1	This paper		5’-tcgatggccgag gacattg-3’
Recombinant DNA reagent (plasmid)	sgRNA against LMO2 #2	This paper		5’-aatgtcctcggc catcgaa-3’
Recombinant DNA reagent (plasmid)	sgRNA against LMO2 #3	This paper		5’-gaaagccatcga ccagtac-3’
Sequence-based reagent	ActB (Forward)	This paper	PCR primers	5’-tacagcccgggg agcat-3’
Sequence-based reagent	ActB (Reverse)	This paper	PCR primers	5’-acacccgccac cagttc-3’
Sequence-based reagent	Meis1 (Forward)	This paper	PCR primers	5’-gacgctttaaag agagataaagatgc-3’
Sequence-based reagent	Meis1 (Reverse)	This paper	PCR primers	5’- catttctcaaa aatcagtgctaaga -3’
Sequence-based reagent	Hmga2 (Forward)	This paper	PCR primers	5’-aaggcagcaaaa acaagagc-3’
Sequence-based reagent	Hmga2 (Reverse)	This paper	PCR primers	5’-gccgtttttctc caatggt-3’
Sequence-based reagent	Bcl11a (Forward)	This paper	PCR primers	5’-ccaaacaggaac acacatagcaga-3’
Sequence-based reagent	Bcl11a (Reverse)	This paper	PCR primers	5’-ggggattagagc tccgtgt-3’
Sequence-based reagent	Gata3 (Forward)	This paper	PCR primers	5’-ttatcaagccca agcgaag-3’
Sequence-based reagent	Gata3 (Reverse)	This paper	PCR primers	5’-tggtggtggtct gacagttc-3’
Sequence-based reagent	Lmo2 (Forward)	This paper	PCR primers	5’-gaggcgcctcta ctacaa-3’
Sequence-based reagent	Lmo2 (Reverse)	This paper	PCR primers	5’-gatccgcttgtcacaggatg-3’
Sequence-based reagent	Tcf7 (Forward)	This paper	PCR primers	5’-cagctcccccatactgtgag-3’
Sequence-based reagent	Tcf7 (Reverse)	This paper	PCR primers	5’-tgctgtctatatccgcaggaa-3’
Sequence-based reagent	Tcf7 promoter region (Forward)	This paper	PCR primers	5’-ttaagtttttattggtgaatgagtt-3’
Sequence-based reagent	Tcf7 promoter region (Reverse)	This paper	PCR primers	5’-aaaaaactccaaaaataaaacccac-3’
Sequence-based reagent	Tcf7 TSS (Forward)	This paper	PCR primers	5’-gcagcaagggttgcattt-3’
Sequence-based reagent	Tcf7 TSS (Reverse)	This paper	PCR primers	5’-ttgtctgtactgggctgtttacat-3’
Sequence-based reagent	Tcf7 -31kb (Forward)	This paper	PCR primers	5’-ttccatccaccgttttgttt-3’
Sequence-based reagent	Tcf7 -31kb (Reverse)	This paper	PCR primers	5’-ggcgtgtggtgggaatacta-3’
Sequence-based reagent	Tcf7 -35kb (Forward)	This paper	PCR primers	5’-ctgcaagcagctggaagtc-3’
Sequence-based reagent	Tcf7 -35kb (Reverse)	This paper	PCR primers	5’-cactggaagctgtgagtgatg-3’
Sequence-based reagent	Igk 3’UTR (Forward)	This paper	PCR primers	5’-ggcacatctgttgctttcgc -3’
Sequence-based reagent	Igk 3’UTR (Reverse)	This paper	PCR primers	5’-ggggtaggga gcaggtgtat-3’
Peptide, recombinant protein	PerCpCy5.5 streptavidin	BioLegend	Cat# 405214	FC (1:200)
Peptide, recombinant protein	Recombinant Mouse SCF	PeproTech	Cat# 250-03	
Peptide, recombinant protein	Recombinant Human FLT3L	PeproTech	Cat# 300-19	
Peptide, recombinant protein	Recombinant Mouse IL-7	PeproTech	Cat# 217-17	
Commercial assay or kit	Foxp3 / Transcription Factor Staining Set	eBioscience	Cat# 00-5523-00	Used to detect TCF1 and GATA3
Commercial assay or kit	Fixation/Permeabilization Solution Kit with BD GolgiStop	BD Biosciences	Cat# 554715	Used to detect Lmo2 and c-Myc
Commercial assay or kit	Permeabilization Buffer Plus	BD Biosciences	Cat# 561651	Used to detect Lmo2 and c-Myc
Commercial assay or kit	High Capacity cDNA Reverse Transcription Kit	Thermo Fisher Scientific	Cat# 4368814	
Commercial assay or kit	NucleoSpin Tissue	TaKaRa Bio	Cat# 740952.50	
Commercial assay or kit	MethylEasy Xceed	TaKaRa Bio	Cat# ME002	
Commercial assay or kit	TaKaRa EpiTaq HS (for bisulfite-treated DNA)	TaKaRa Bio	Cat# R110A	
Commercial assay or kit	Mighty TA-cloning kit	TaKaRa Bio	Cat# 6028	
Commercial assay or kit	Anti-Biotin MicroBeads	Miltenyi Biotec	Cat# 130-090-485	
Commercial assay or kit	Dynabeads Protein A	Thermo Fisher Scientific	Cat# 10001D	
Commercial assay or kit	Dynabeads Protein G	Thermo Fisher Scientific	Cat# 10003D	
Commercial assay or kit	Dynabeads M-280 Sheep Anti-Rabbit IgG	Thermo Fisher Scientific	Cat# 11203D	
Commercial assay or kit	NE-PER Nuclear and Cytoplasmic Extraction Reagents	Pierce	Cat# 78833	
Commercial assay or kit	PCR purification Kit	Qiagen	Cat# 28004	
Commercial assay or kit	Fast SYBR Green Master Mix	Thermo Fisher Scientific	Cat# 4385614	
Commercial assay or kit	NEBNext Ultra II DNA Library Prep with Sample Purification Beads	NEB	Cat# E7103S	
Commercial assay or kit	NEBNext Multiplex Oligos for Illumina	NEB	Cat# E7500S	
Chemical compound, drug	Trizol reagent	Thermo Fisher Scientific	Cat# 15596026	
Chemical compound, drug	7-AAD	BioLegend	Cat# 420403	FC (1:50)
Chemical compound, drug	Alexa Fluor 647 Annexin V	BioLegend	Cat# 640911	FC (1:40)
Chemical compound, drug	DSG (disuccinimidyl glutarate)	Thermo Fisher Scientific	Cat# 20593	1 mg/ml
Software, algorithm	FlowJo	BD Biosciences	RRID:SCR_008520	

### Mice

*Ebf1^+/^* mice were provided by R. Grosschedl (Max Planck Institute of Immunobiology and Epigenetics). *Ebf1*-deficient embryos were generated from *Ebf1^+/^* intercrosses. https://www.jax.org/strain/002320 B6.Cg-Tg(BCL2)25Wehi/J (Bcl2-Tg), B6.Gt(ROSA)26^Sortm1.1(CAG-cas9*,-EGFP)Fezh^/J (Cas9 knock-in), B6.Cg-Rag2^tm1.1Cgn^/J (RAG2 KO), and B6.129S4-Il2rg^tm1Wjl^/J (Cγ KO) mice were purchased from the Jackson Laboratory. All mice were maintained in specific pathogen free conditions, and animal experiments were approved by the Animal Experimentation Committee (Tokai University, Kanagawa, Japan).

### Flow cytometry

For flow cytometric analysis, the following monoclonal antibodies (mAbs) and reagents were used: CD8a (53–6.7), CD11b (M1/70), CD44 (IM7), CD45 (30-F11), CD45.1 (A20), CD45.2 (104), B220 (RA3-6B2), Thy1.2 (30-H12), Gr-1 (RB6-8C5), rat-CD2 (OX34), Hamster IgG (HTK888), Notch1 (HMN1-12), Notch2 (HMN2-35), Notch3 (HMN3-133), Notch4 (HMN4-14), anti-Rabbit-IgG (Poly4064), mIgG1 (MOPC-21), AnnexinV and 7-AAD were purchased from BioLegend. CD25 (PC61.5), CD45 (30-F11), TER119 (TER-119), Gr-1 (RB6-8C5), CD11b (M1/70), CD11c (N418), CD19 (1D3), NK1.1 (PK136), CD3e (145–2 C11), hNGFR (ME20.4) were purchased from eBioscience. CD4 (GK1.5, RM4-5) and GATA3 (L50-823) were purchased from BD Biosciences. CD19 (1D3) was purchased from Tonbo Biosciences. TCF1 (C63D9), c-Myc (D84C12) and Rabbit-IgG (DA1E) were purchased from Cell Signaling Technology. LMO2 (EP3257) was purchased from Abcam. For intracellular staining, cells were fixed and permeabilized with Foxp3/Transcription Factor Staining Set (eBioscience) or Fixation/Permeabilization Solution Kit with BD GolgiStop (BD Biosciences) and Permeabilization Buffer Plus (BD Biosciences). Stained cells were measured with FACSCalibur (BD Biosciences) or FACSVerse (BD Biosciences). Data were analyzed using FlowJo (BD Biosciences).

### Isolation of hematopoietic progenitors and establishment of pro-B(+) and pro-B(–) cell lines

For the establishment of HPC lines, *Ebf1*-deficient progenitor cells were isolated from *Ebf1*-deficient E14.5 fetal liver (both male and female). FL cells were incubated with biotin-conjugated mAbs against lineage markers (TER119 and Gr-1, Lin). The cells were then washed and incubated with anti-biotin Microbeads (Miltenyi Biotec), and Lin cells were enriched using autoMACS (Miltenyi Biotec). Lin^−^ cells were cultured on OP9 or TD7 cells in the presence of mSCF, hFlt3L and mIL7. We established two pro-B cell lines, one that was maintained on OP9 cells was called as pro-B(+) cells, and the other that was maintained on TD7 cells was called as pro-B(–) cells.

### Cell lines and cultures

TD7, thymic stromal cell line established from fetal thymus (B6, embryonic day 15.5) was cultured in RPMI 1640 (Nissui Pharmaceutical Co., Tokyo)with 10% FBS, sodium pyruvate (Sigma), l-glutamine (Wako), penicillin (Meiji Seika Pharma), streptomycin (Meiji Seika Pharma), 2-ME (Gibco). These cell line seems to be derived from thymic mesenchymal cells as they express PDGFRα. OP9 cell line was kindly provided from Dr. K. Yokoyama (University of Tokyo, Yokoyama et al., 2013) and cultured in α-MEM (Wako) with 20% FBS, penicillin, streptomycin, 2-ME. This cell line kept features in common with OP9-K (RRID:CVCL_KB57). These cell lines were confirmed to be mycoplasma-free status before experiments. Pro-B cell lines were cultured in IMDM (Wako) with 10% FBS, penicillin, streptomycin, 2-ME, 10 ng/ml mSCF (Peprotech), 10 ng/ml hFlt3L (Peprotech), 10 ng/ml mIL7 (Peprotech) on TD7 or mitomycin C (Kyowa-Kirin)-treated OP9. For T-cell induction, pro-B cells were co-cultured on OP9-Dll4 for 3–7 days under the same conditions as the maintenance of pro-B cell lines.

### Viral vector transduction of pro-B cell lines

Retroviral vector GCDN (mock vector containing IRES-hNGFR) (Hirano et al., 2015), encoding *hBCL2*, *mMeis1*, and *mHmga2* were generated by transient transfection into PLAT-E packaging cells. Lentiviral vector pLVS-EF-IR2 (mock vector containing IRES-rat CD2), encoding *mLmo2* and *mTcf7* were generated by transient transfection into 293T as described previously (Hirano et al., 2020). Pro-B cells were transduced with viral supernatants by spin infection as described previously (Hozumi et al., 2003). After the infection, cells were plated and maintained on stromal cells.

### RNA preparation and RT-qPCR

Total RNA was isolated from 4510^5^ cells using Trizol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. cDNA was synthesized with High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Quantitative PCR (qPCR) was performed with Fast SYBR Green Master Mix (Thermo Fisher Scientific) and LightCycler 480 System II (Roche). The following primer sets were used for qPCR are listed below.

*ActB*, 5’-tacagcccggggagcat-3’ and 5’-acacccgccaccagttc-3’
*Meis1*, 5’-gacgctttaaagagagataaagatgc-3’ and 5’- catttctcaaaaatcagtgctaaga −3’
*Hmga2*, 5’-aaggcagcaaaaacaagagc-3’ and 5’-gccgtttttctccaatggt-3’
*Bcl11a*, 5’-ccaaacaggaacacacatagcaga-3’ and 5’-ggggattagagctccgtgt-3’
*Gata3*, 5’-ttatcaagcccaagcgaag-3’ and 5’-tggtggtggtctgacagttc-3’
*Lmo2*, 5’-gaggcgcctctactacaa-3’ and 5’-gatccgcttgtcacaggatg-3’
*Tcf7*, 5’-cagctcccccatactgtgag-3’ and 5’-tgctgtctatatccgcaggaa-3’.

### Microarray analysis

Total RNA was extracted from *Ebf1*-deficient pro-B(–) and pro-B(+) cells, and each 100 ng RNA was used for microarray analysis. Microarray experiments were performed with Whole Mouse Genome 4x44K ver. 2 Microarray Kit (Agilent) using the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. Data from samples that passed the QC parameters were subjected to 75th percentile normalization and analyzed using Genespring GX (version 12, Agilent Technologies).

CRISPR/Cas9-mediated deletion of LMO2 in Pro-B cell lines sgRNA expression vector (E42-dTet) and Cas9-GFP expression vector were described previously (Hosokawa et al., 2018). 19-mer sgRNAs were designed using the Benchiling web tool (https://www.benchling.com) and inserted into the empty sgRNA-expression vector by PCR-based insertion. Three sgRNA-expression vectors were generated for one gene, and pooled retroviral plasmids were used to make retroviral supernatant. Sequences of sgRNAs used in this study are listed below.

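The sgRNAs are 19 nt long. Each LMO2 sgRNA matched GRCm38 at a single place, in Lmo2 on chromosome 2 (103957903 to 103981878, plus strand). LMO2 #1, TCGATGGCCGAGGACATTG, matched the minus strand at 103970670 to 103970688, followed by the PAM GGG. LMO2 #2, AATGTCCTCGGCCATCGAA, matched the plus strand at 103970671 to 103970689, followed by AGG. Both sites lie in coding sequence, in exon 2 of the RefSeq transcripts with 4 exons and exon 1 of the transcript with 3 exons. LMO2 #3, GAAAGCCATCGACCAGTAC, matched the plus strand at 103976092 to 103976110, followed by TGG, in coding sequence of the next exon. The control sgRNA, GGCATTTCGCAGCCTACCG, had no exact match in the genome. The ChIP-seq samples are of unedited pro-B(+) cells only, and none of their listed LMO2 peaks was annotated to Lmo2.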

Control (Luciferase); ggcatttcgcagcctaccg
LMO2 #1; tcgatggccgaggacattg
LMO2 #2; aatgtcctcggccatcgaa
LMO2 #3; gaaagccatcgaccagtac

Pro-B cell lines were transduced with retroviral vectors encoding Cas9-GFP, and 3 days after infection, GFP^+^ retrovirus-infected cells were sorted. Then, they were expanded for a week and subjected second retrovirus transduction with sgLMO2-hNGFR. They were transferred onto OP9-Dll4 on day5 or day10 after snd infection, then CD25 and CD44 profiles on GFP^+^ hNGFR^+^ retrovirus-infected cells were analyzed, 3 days later.

### CRISPR/Cas9-mediated deletion of LMO2 in BM progenitors

BM was obtained from the femurs and tibiae of 2–3 monthold Cas9 and Bcl2 Tg mice. Suspensions of BM cells were prepared and stained for lineage (Lin) markers using biotin-conjugated lineage antibodies CD11b (eBioscience; 13-0112-86), CD11c (eBioscience; 13-0114-85), Gr-1 (eBioscience; 13-5931-86), TER-119 (eBioscience; 13-5921-85), NK1.1 (eBioscience; 13-5941-85), CD19 (eBioscience; 13-0193-85), and CD3ε (eBioscience; 13-0031-082); incubated with streptavidin-coated magnetic beads (Miltenyi Biotec); and passed through a magnetic column using AutoMACS with the ‘Depelete’ program (Miltenyi Biotec). Thereafter, the hematopoietic progenitors were transduced with retroviral vectors encoding sgRNA against LMO2 and cultured using the OP9 medium (α-MEM, 20% FBS, 50 μM β-mercaptoethanol, Pen-Strep-Glutamine) supplemented with 10 ng/ml of IL-7 (Pepro Tech Inc) and 10 ng/ml of SCF (Pepro Tech Inc). Two days after the sgLMO2 transduction, the cells were collected and cultured on OP9-Dll1 monolayers using OP9 medium supplemented with 10 ng/ml of IL-7 and 10 ng/ml of Flt3L (Pepro Tech Inc) for 4 days. The cultured cells were then disaggregated, filtered through a 40 μm nylon mesh, and subjected to flow cytometry analysis using surface antibodies against CD45 PECy7 (eBioscience; 25-0451-82), CD44 FITC (BioLegend; 103005), CD25 APC-e780 (eBioscience; 47-0251-82), human-NGFR PE (eBioscience; 12-9400-42), and a biotin-conjugated lineage cocktail (CD8α, CD11b, CD11c, Gr-1, TER-119, NK1.1, CD19, TCRβ, and TCRγδ) with streptavidin PerCPCy5.5.

### Immunoblotting

Cytoplasmic and nuclear extracts, used to the detection of Tubulinα and LMO2, respectively, were prepared by using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Pierce). Lysates were run on 12.5% polyacrylamide gel, followed by immunoblotting. The antibodies used for the immunoblot analysis were anti-Tubulinα (Sigma, T6199) and anti-LMO2 (Novus, NB110-78626).

### DNA methylation analysis

Genomic DNA was isolated from pro-B(+), pro-B(–) and LMO2/pro-B(−) cells. The DNA was purified using NucleoSpin Tissue (TaKaRa Bio) and was treated with bisulfite using MethylEasy Xceed (TaKaRa Bio) according to the manufacturer’s instructions. For the evaluation of DNA methylation status of CpG island in *Tcf7* promoter region, which contains 25 potential CpG methylation sites, bisulfite-converted DNA was amplified by PCR using TaKaRa EpiTaq HS (for bisulfite-treated DNA, TaKaRa Bio) and the following primer set: 5’-ttaagtttttattggtgaatgagtt-3’ and 5’-aaaaaactccaaaaataaaacccac-3’. 

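On GRCm38, the primers matched the bisulfite-converted minus strand of chromosome 11 at 52282822 to 52283028. The amplicon is 207 bp long, contains 25 CpG sites and has a GC content of 73.0%. It spans an annotated Tcf7 TSS at 52283014. Its unconverted sequence is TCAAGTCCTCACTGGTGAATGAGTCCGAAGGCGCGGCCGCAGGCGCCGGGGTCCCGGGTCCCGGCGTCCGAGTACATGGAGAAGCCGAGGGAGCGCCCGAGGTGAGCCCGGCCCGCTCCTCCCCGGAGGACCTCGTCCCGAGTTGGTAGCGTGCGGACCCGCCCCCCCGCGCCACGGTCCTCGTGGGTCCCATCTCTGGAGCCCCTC. No LMO2 peak of pro-B(+) cells was listed in it.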

Amplified PCR products were cloned into pMD20-T vector using Mighty TA-cloning kit (TaKaRa Bio) and then sequenced.

### Chromatin immunoprecipitation (ChIP) and ChIP-sequencing

1 × 10^7^ cells were fixed with 1 mg/ml DSG (Thermo Scientific) in PBS for 30 min at RT followed by an additional 10 min with addition of formaldehyde up to 1%. The reaction was quenched by addition of 1/10 vol of 0.125 M glycine and the cells were washed with HBSS (Gibco). Pelleted nuclei were dissolved in lysis buffer (0.5% SDS, 10 mM EDTA, 0.5 mM EGTA, 50 mM TrisHCl [pH 8] and PIC) and sonicated on SFX150 (Branson) for scycles of 20 s sonication followed by 1 min rest, with 30% amplitude. Six mof anti-LMO2 Abs (a mixture of 2 μg of NB110-78626 [Novus], 2 μg of ab91652 [Abcam] and 2 μg of AF2726 [R and D systems]) or anti-H3K4-3Me (07–043, Millipore) were pre-bound to Dynabeads Protein A/G or Dynabeads anti-Rabbit Ig (Invitrogen) and then added to the diluted chromatin complexes. The samples were incubated overnight at 4°C, then washed and eluted for 6 hr at 65°C in ChIP elution buffer (20 mM Tris–HCl, pH 7.5, 5 mM EDTA, 50 mM NaCl, 1% SDS, and 50 μg/ml proteinase K). Precipitated chromatin fragments were cleaned up using PCR purification Kit (Qiagen).

Quantitative PCR analysis was performed on QuantStudio3 (Applied Biosystems) using the Fast SYBR Green Master Mix. Data are shown as mean values (% input). The primers used are listed below:

*Tcf7* TSS, 5ʹ-gcagcaagggttgcattt-3ʹ and 5ʹ-ttgtctgtactgggctgtttacat-3ʹ
*Tcf7*-31kb, 5ʹ-ttccatccaccgttttgttt-3ʹ and 5ʹ-ggcgtgtggtgggaatacta-3ʹ
*Tcf7*-35kb, 5ʹ-ctgcaagcagctggaagtc-3ʹ and 5ʹ-cactggaagctgtgagtgatg-3ʹ
*Igk* 3ʹ UTR, 5ʹ-ggcacatctgttgctttcgc −3ʹ and 5ʹ-ggggtagggagcaggtgtat-3ʹ

ChIP-seq libraries were constructed using NEBNext Ultra II DNA Library Prep with Sample Purification Beads (E7103S, NEB) and NEBNext Multiplex Oligos for Illumina (E7500S, NEB) and sequenced on Illumina NextSeq500 in single read mode with the read length of 75 nt. Base calls were performed with RTA 1.13.48.0 followed by conversion to FASTQ with bcl2fastq 1.8.4 and produced approximately 30 million reads per sample. ChIP-seq data were mapped to the mouse genome build NCBI37/mm10 using Bowtie (v1.1.1; http://bowtie-bio.sourceforge.net/index.shtml) with ‘-v 3 k 11 m 10 t --best –strata’ settings and HOMER tagdirectories were created with *makeTagDirectory* and visualized in the UCSC genome browser (http://genome.ucsc.edu). ChIP peaks were identified with *findPeaks.pl* against a matched control sample using the settings ‘*-P. 1 -LP. 1 -poisson. 1 -style factor*’. The identified peaks were annotated to genes with the *annotatePeaks.pl* command against the mm10 genomic build in the HOMER package. Peak reproducibility was determined by a HOMER adaptation of the IDR (Irreproducibility Discovery Rate) package according to ENCODE guidelines (https://sites.google.com/site/anshulkundaje/projects/idr). Only reproducible high-quality peaks, with a normalized peak score ≥ 15, were considered for further analysis. Motif enrichment analysis was performed with the *findMotifsGenome.pl* command in the HOMER package using a 200 bp window.

## Data Availability

Microarray expression data from Ebf1-deficient pro-B(-) and pro-B(+) cells, and the new deep-sequencing data reported in this paper are available via GEO (https://www.ncbi.nlm.nih.gov/geo/) (GSE162549 and GSE154472). The following datasets were generated: HozumiK HiranoKi 2020Difference in gene expression signatures of Ebf1-deficient pro-B cell lines with and without the ability to differentiate into T cell lineageNCBI Gene Expression OmnibusGSE162549 HiranoKi HosokawaH KoizumiM EndoY HozumiK 2020LMO2 is essential to maintain the ability of progenitors to differentiate into T-cell lineage in miceNCBI Gene Expression OmnibusGSE15447210.7554/eLife.68227PMC836064834382935

How the deposited data were processed for this re-analysis (not part of the article)

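LMO2 binding was measured by ChIP-seq in the Ebf1-deficient pro-B(+) cell line, with 2 LMO2 ChIP samples and 2 input samples. The methods name the genome build as NCBI37/mm10 for alignment and mm10 for annotation, taken here as mm10 (GRCm38). The authors aligned the reads with Bowtie, with up to 3 mismatches, and retained reads that matched up to 10 places. They called peaks against the matched input with HOMER, kept the peaks reproducible between both replicates, and annotated them to genes. The deposited score of each peak is HOMER's normalized peak score over both replicates; its scaling is not stated in the paper's text. The deposited focus ratio is a fraction between 0 and 1 that the authors' peak caller gave for each peak. The list gives 1 value per peak and no value per replicate, so no replicate spread, no depth and no test between samples could be computed from it. The intervals given cover the number of peaks or windows counted only. The paper's text does not state how reads that match several places were counted, so peaks in repeated sequence may not be independent of each other.

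Positions, peak scores, distances to the TSS and annotation classes were taken from the list as deposited. Shares of peaks are given with Wilson 95% intervals. Gene positions, transcripts and sequences came from the RefSeq annotation and reference of GRCm38.p6. Of the 1585 peaks, 1584 lie on chromosomes 1 to 19, X and Y and entered the sequence analyses; 1 peak on an unlocalized sequence was left out of them. Windows of 200 bp centred on each peak were searched on both strands for the consensus motifs TGTGGT (RUNX), CTTCCT (ETS), CAGCTG (bHLH), WGATAA (GATA) and TGGGAA (RBPJ). The RUNX, ETS and bHLH words were chosen from Figure 6A, whose motifs come from these same peaks. The background was drawn from 1163877 random windows without unknown bases and more than 1 kb from any peak, 10 for each peak with exactly its number of G and C bases. Consensus words are a simpler measure than the position weight matrices that HOMER uses, so the shares of windows are not on the same scale as HOMER's. Enrichment was tested with two-sided Fisher's exact test and Benjamini-Hochberg adjustment, co-occurrence of motifs with the same test, and differences of median peak score with a two-sided permutation test of 100000 resamples. All 2080 non-redundant 6-mers were ranked with Fisher's exact test. Primers and sgRNAs of the methods were matched exactly to the reference; bisulfite primers were matched to the converted strands within 5 kb of the Tcf7 TSS. The number of places in the genome of every 50 bp word of each window was counted on both strands, and a window was taken as repeated sequence where at least 50% of its words occurred more than once.

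Alternatives set before the data were examined were a minimum peak score of 30, other distances to genes and start sites, a wider or narrower consensus, 100 bp windows, windows 1 kb to a random side of each peak (exact McNemar test), dinucleotide-shuffled windows, and peaks more than 1 kb from a TSS. The array signals of Xist and of genes on Y were read from Supplementary file 1 after the data were seen. Leaving out windows of repeated sequence, and counting identical windows once, were added after the data were seen. The genes named are those at which the paper reports LMO2 binding, the other genes it names in its text on expression or LMO2 complexes, genes among those of the 10 highest peak scores and the genes with the most peaks. The motif and permutation tests were tested on simulated data: a 6-mer placed in simulated windows ranked 1st among all 6-mers (1500 simulated peaks against 15000 background windows), and 7.00% of simulated sets without a difference had p below 0.05 in Fisher's exact test. The analysis used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0, numba 0.67.0 and samtools 1.23.1. Apart from the array signals of Xist and of genes on Y, the microarray, qPCR and bisulfite measurements of the paper were not analysed here.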

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

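The test on peaks with identical windows was chosen only after the result was seen, and the separate test of LTR peaks in repeated sequence was added after the share of such peaks was known. The design holds a single condition, so no biological explanation was tested against another condition for the patterns below.

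Peaks in repeated sequence are outside those the paper discusses. Of 1584 peak windows, 190 (12.0%, Wilson 95% interval 10.5 to 13.7) consisted mainly of 50 bp words found more than once in the genome. Among the GC-matched background windows this share was 11.6% (11.1 to 12.1). Of these 1839 repeated background windows, however, 1116 (60.7%) had a median of more than 10 copies, and reads matching more than 10 places were not retained. Whether peaks lay in repeated sequence more often than random windows is therefore not decided by these shares. The 190 peaks held 12 of the 20 highest peak scores, and their median score was 22.1 against 20.0 for the other 1394 peaks (two-sided permutation test, p = 0.0041). However, 166 of the 190 had another listed peak with at least 50% of the same words. The test takes every peak as independent, so this p-value may be too small, and the highest scores may not be separate sites. The median number of copies of the 190 peaks was 4, against 27 for the repeated background windows. Only 18 of the 190 had a median of more than 10 copies. In 67 of these peaks the 200 bp window was identical to that of another listed peak, in 31 groups. Within the groups the median range of the peak score was 0, against 7.4 in 10000 random groupings of the same sizes (permutation test, p = 1.00e-04, the smallest they can give), although the largest range was 5.1. Reads counted at every copy of a repeated sequence are therefore a candidate explanation, under which the number of separate binding sites may be lower than the number of listed peaks; the paper's text does not state how such reads were counted. Counted once each, the identical windows leave 1549 peaks.

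Peaks in elements of the LTR class, which are endogenous retroviruses and related sequences with their ends and internal parts, numbered 140 of 1584 (8.84%, 7.54 to 10.3) by the annotation in the list and came from 49 annotated element types. They included 8 of the 20 highest scores. The median score was 26.75 for the 60 LTR peaks of repeated sequence but 19.75 for the other 80, against 20.3 in the whole list. RLTR4_Mm was the most frequent with 18 peaks, and MTE2b, ORR1D2 and RLTR6_Mm had 10 peaks each. The share of random windows in LTR elements was not computed, so no excess of LTR peaks is shown. Of the LTR peaks, 42.9% consisted mainly of repeated words and 80 did not. Reads counted at every copy are less likely for these 80 but are not excluded. Words were matched exactly, whereas the alignment allowed up to 3 mismatches. For the 60 that consisted mainly of repeated words, this explanation stays open, since 91.7% of them had another listed peak with at least 50% of the same words. Whether the motifs carried by the LTR sequence bring LMO2 there cannot be decided. Listed peaks in general are also rich in the RUNX, ETS and bHLH motifs, and no LTR sequence without a peak was compared. At least 1 of these motifs was present in 131 of the 140 LTR peaks (93.6%), against 45.6% of their GC-matched background windows. The odds ratio was 17.4 (8.78 to 34.4, p = 1.55e-31, two-sided Fisher's exact test). The test takes every peak as independent, whereas peaks in copies of the same sequence are not. This interval and those of all LTR peaks below may therefore be too narrow. In the 80 LTR peaks of unrepeated sequence the odds ratio was 23.8 (8.63 to 65.7). Peaks outside LTR elements were also richer in these motifs than their background windows (83.7% against 44.6%), with a lower odds ratio of 6.35 (5.50 to 7.33). By motif, RUNX was present in 75.7% of LTR peaks, against 53.0% of the peaks outside LTR elements. Against background windows, its odds ratio was 19.3 (12.7 to 29.2) in LTR peaks and 7.46 (6.66 to 8.365) outside them. In the 80 LTR peaks of unrepeated sequence, the odds ratio of RUNX was 15.8 (9.38 to 26.6). ETS was present in 54.3% of LTR peaks against 51.25% outside, and bHLH in 18.6% against 35.1%. These differences between LTR peaks and other peaks were not tested. Against their own background windows, bHLH was more frequent in all LTR peaks (18.6% against 10.5%, odds ratio 1.94, 1.23 to 3.08) and in the 80 of unrepeated sequence (28.75% against 11.1%, odds ratio 3.22, 1.89 to 5.49). In the 60 of repeated sequence, bHLH was present in 5.00%, against 9.67% of their background windows (odds ratio 0.492, 0.149 to 1.62), a difference that was not detectable. Whether LMO2 binds these elements in other cells was not tested.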

How the results depend on the processing

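No paired analysis was possible because the list gives no values per replicate. For the same reason, leaving out each replicate in turn and a replicate block were not run. The list holds no read counts, so the depth limits of single peaks are unknown.

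Of 110 values under alternative settings, 89 counted as unchanged. These kept their direction and side of the threshold, or stayed within the range set for a value without a test. Another 14 without a test moved further, 1 kept its direction but no longer passed the threshold, and 6 changed direction. Of these 6, GATA against windows 1 kb to the side and RBPJ against dinucleotide-shuffled windows also no longer passed it. Some of the 89 could not have changed. At Hhex and at 15 of the 16 other genes named, the list annotated no peak, so a minimum score of 30 also gave 0. A minimum score of 15 was already met by every peak. The 89 also include 3 differences of median peak score with the ETS motif. This difference was 0 with the settings of the text and so had no direction to keep. With the alternatives it was -0.500, 0.550 and -0.250, none past the threshold. The enrichment of the RUNX, ETS and bHLH motifs kept its direction and its side of the threshold under all settings tried, with odds ratios from 6.41 to 9.81, from 2.93 to 5.21 and from 2.48 to 4.89, including the windows without repeated sequence (8.07, 3.22 and 3.73), a setting chosen after seeing the data.

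A minimum peak score of 30 left 342 of 1585 peaks, 1 of 2 at Lyl1, 0 of 1 at Erg, and 0 of 2 at and downstream of Bcl11a. The Tcf7 peak was retained. At this score, 4.97% of peaks lay within 1 kb of a TSS, against 10.9% of all peaks; 4.09% were assigned to promoters, against 7.95%, and 51.5% were intergenic, against 48.5%. Within 2.5 kb of a TSS lay 14.6% of all peaks. Counting peaks within 100 kb of the gene's outermost annotated start gave 0 at Erg and 0 at Bcl11a. At Erg this follows from the choice of start, since the distance of its peak to a TSS given in the list is 53678 bp. Peaks within 100 kb of the end of Bcl11a were again 2. Of the values at the 16 other genes named, 29 stayed within the set range, among them Runx1 with 2 peaks in place of 3 at a minimum score of 30, and 3 moved further. The 29 include the values at this score of the 15 genes without an annotated peak, which could not change. Within 100 kb of the outermost start, Notch1 had 3 peaks in place of 0, Spi1 had 1 in place of 0, and Runx1 had 1 in place of 3, although the list gives distances of -18360 and 24302 bp to a TSS for its peaks inside the gene.

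The windows 1 kb to the side were not matched on GC content. Against them, the GATA motif had a ratio of 0.847 (exact McNemar test, adjusted p = 0.0878), the opposite direction to the 1.55 against GC-matched windows. The cause was not tested. The RBPJ motif had an odds ratio of 0.872 with the consensus RTGGGAA (Fisher's exact test, adjusted p = 0.188) and of 1.004 against dinucleotide-shuffled windows (adjusted p = 0.969), against 0.690 with the settings of the text. The cause was not tested. For pairs of motifs, whose association was not detectable under any setting, the odds ratio of RUNX with ETS was 0.890 in peaks more than 1 kb from a TSS, and that of ETS with bHLH was 0.816 in 100 bp windows, 0.931 with wider consensus motifs and 0.951 in peaks more than 1 kb from a TSS, against 1.06 and 1.04 with the settings of the text. With a distance of 2.5 kb, the difference of the median score of peaks near a TSS was -1.80 (permutation test, p = 0.00815), against -2.10 within 1 kb.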

Differences from the paper's values

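The bHLH motif was found in 33.6% of peak windows here, against the paper's about 57% in Fig. 6A, read by eye. With the consensus CAGSTG the share was 52.7%, within 1.5 times of the paper's value; under the other alternatives set before the data were examined it was not.

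In background windows, the RUNX motif was found in 13.2% here, against the paper's about 8.7% in Fig. 6A, read by eye. Of the alternatives set before the data were examined, 100 bp windows gave 7.47%, within 1.5 times of the paper's value, and the others did not come within it. The ETS motif was found in 26.6% of background windows here, against the paper's about 17% in Fig. 6A, read by eye. With 100 bp windows this share was 14.1%, with dinucleotide-shuffled windows 16.9%, and with windows 1 kb to the side 24.2%. All 3 are within 1.5 times of the paper's value, although the last leaves most of the gap. The 100 bp windows, however, moved the shares of peak windows away from the paper's. The ETS share was then 33.4% against about 63%, no longer within 1.5 times. The RUNX share was 37.6% against about 51%, still within it. With YTTCCK, a minimum score of 30 or peaks far from a TSS the share was not within it. The bHLH motif was found in 13.3% of background windows here, against the paper's about 24% in Fig. 6A, read by eye. With CAGSTG the share was 31.0% and with dinucleotide-shuffled windows 16.1%. Both are within 1.5 times of the paper's value, but the first lies above it and the second leaves most of the gap. Under the other alternatives set before the data were examined the share was not within it. Consensus words and the paper's motif matrices are different measures, so these shares are not on a common scale.

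The paper states that LMO2 bound Hhex and shows a track there in Fig. 6B. The list holds 0 peaks annotated to Hhex and 0 within 100 kb of its TSS.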

Other observations

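The start-site tests were divided by motif only after their values were seen: the test was first set for the RUNX, ETS and bHLH motifs jointly, and the bHLH motif did not meet it. On chromosome X, windows that tile the chromosomes, the array signals of sex-linked genes, and the combinations of a single copy with unmasked sequence and with genes, were added after a first result with random windows was seen.

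Chromosome X held few peaks. The list has 5 peaks on X (3.06 per 100 Mb of known sequence), whereas the 19 autosomes had between 37.7 and 107.8 per 100 Mb. Of the 5, 3 do not consist of repeated sequence; the others, near the end of X, have scores of 107.2 and 86.2. All 6 peaks on Y consist of repeated sequence. At the autosomal density, 107 peaks would be expected on X (one-sided exact Poisson test, p = 3.02e-39). If a single copy of X lowered every score in proportion, 22.9 peaks would still reach a score of 15 (exact Poisson test, p = 7.76e-06). The unmasked sequence of X predicts 85.9 peaks and its protein-coding genes predict 73.7 (exact Poisson tests, p = 2.00e-30 and p = 1.94e-25). Random unmasked windows with all of the RUNX, ETS and bHLH motifs predict 29.7 (exact Poisson test, p = 2.79e-08), a number that rests on 16 such windows on X. None of these 4 accounts for the low number on its own. A single copy of X together with fewer motif-bearing windows predicts 6.34, which could not be distinguished from 5 (exact Poisson test, p = 0.393), so this combination is a candidate explanation. It takes the lowest of the 3 predictors: a single copy together with unmasked sequence predicts 18.3 and together with genes 15.7 (exact Poisson tests, p = 2.60e-04 and p = 0.00172), both above 5. Only 138 of the 1584 peak windows themselves carried all 3 motifs, so windows of this kind stand for a small part of the list. With windows tiling the chromosomes, the motif-bearing windows alone predict 37.2 and the combination 7.92 (exact Poisson tests, p = 4.74e-11 and p = 0.198). The paper's Supplementary file 1 bears on the number of X chromosomes, with a single normalized array signal per probe and cell line. The probes of Xist had -7.35 and -7.65 in pro-B(+) cells against 1.03 and 1.68 in pro-B(-) cells. Among Y genes, Ddx3y had 0.809 in pro-B(+) cells and -7.67 in pro-B(-) cells, and Eif2s3y had 0.647 and -7.56. The other Y probes had lower signals in pro-B(+) cells: -2.97 and -5.30 for Uty and -2.38 for LOC100040412. In pro-B(-) cells these were -7.52, -7.69 and -7.61. The paper states that embryos of both sexes were used. The number of X chromosomes was not counted, and the proportional loss of score is an assumption.

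Peaks near a TSS carried fewer motifs. The RUNX motif was present in 27.9% of the 172 peaks within 1 kb of a TSS and in 58.3% of the 1412 other peaks (odds ratio 0.277, adjusted p = 1.24e-13, two-sided Fisher's exact test over the 3 motifs), and the ETS motif in 32.6% and 53.8% (odds ratio 0.414, adjusted p = 1.82e-07). For the bHLH motif, 29.1% and 34.2% could not be told apart, since the interval of the odds ratio of 0.788 (0.557 to 1.12) includes 1 (Fisher's exact test, adjusted p = 0.2). All 3 motifs were still more frequent in the peaks near a TSS than in their GC-matched background windows, with odds ratios of 3.17, 1.58 and 2.10. For the other peaks these were 8.98, 3.15 and 3.51. The bHLH motif was also more frequent in the background windows of the peaks near a TSS (16.3% against 12.9%). The direct comparison of bHLH shares does not take this into account. No biological explanation was tested.

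The primers given in the methods for the Tcf7 TSS matched chromosome 11 only at 26783869 to 26783946, 25.5 Mb from Tcf7 and 1162 bp from the nearest annotated gene, Gm12070. A misprint of a few bases was tested as an explanation: within 1 kb of the 5' end of Tcf7, the best match of the forward primer had 6 mismatches in 18 nt and that of the reverse primer had 10 in 24 nt, so no match with up to 3 mismatches exists there. The primer pairs for both upstream Tcf7 regions and for the Igk 3' UTR each matched the reference at a single place.

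Among the 16 other genes named by the paper, only Runx1 had peaks by annotation, 3 in number. Within 50 kb of the gene, however, Notch1 had 2 listed peaks, and Bcl2, Ebf1 and Spi1 had 1 each, assigned in the list to neighbouring genes. The peak 9613 bp from Notch1, on chromosome 2 at 26513435 to 26513641, had the 5th highest score of the list (114.5) and was assigned to Gm35978. The peak nearest Bcl2, on chromosome 1 at 106515759 to 106515965, had a score of 30.6 and lay 22211 bp past the gene's 3' end. The genes with the most peaks were Mir6388 with 7, Runx3 with 6, and Cbfa2t3 and Speer1 with 5 each, followed by 9 genes with 4. All 5 Speer1 peaks and 5 of the 7 Mir6388 peaks consist of repeated sequence, whereas none of the peaks of Runx3 and Cbfa2t3 does. The Cbfa2t3 peaks had a median score of 47.9. Of the 10 highest scores, the highest, 162.4, was assigned to Mir5623 and 3 others to 4930515G16Rik and 4930559C10Rik, all 4 in repeated sequence. Cpn2 (152.5), Lyl1, C130026L21Rik (123.9), Gm35978 and Arid3a (108.7) were also among the genes with the highest scores.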
